# T-bet and RORα control lymph node formation by regulating embryonic innate lymphoid cell differentiation

**DOI:** 10.1038/s41590-021-01029-6

**Published:** 2021-09-23

**Authors:** Christina Stehle, Timo Rückert, Rémi Fiancette, Dominika W. Gajdasik, Claire Willis, Carolin Ulbricht, Pawel Durek, Mir-Farzin Mashreghi, Daniela Finke, Anja Erika Hauser, David R. Withers, Hyun-Dong Chang, Jakob Zimmermann, Chiara Romagnani

## Abstract

The generation of lymphoid tissues during embryogenesis relies on group 3 innate lymphoid cells (ILC3) displaying lymphoid tissue inducer (LTi) activity and expressing the master transcription factor RORγt. Accordingly, RORγt-deficient mice lack ILC3 and lymphoid structures, including lymph nodes (LN). Whereas T-bet affects differentiation and functions of ILC3 postnatally, the role of T-bet in regulating fetal ILC3 and LN formation remains completely unknown. Using multiple mouse models and single-cell analyses of fetal ILCs and ILC progenitors (ILCP), here we identify a key role for T-bet during embryogenesis and show that its deficiency rescues LN formation in RORγt-deficient mice. Mechanistically, T-bet deletion skews the differentiation fate of fetal ILCs and promotes the accumulation of PLZF^hi^ ILCP expressing central LTi molecules in a RORα-dependent fashion. Our data unveil an unexpected role for T-bet and RORα during embryonic ILC function and highlight that RORγt is crucial in counteracting the suppressive effects of T-bet.

## Introduction

Innate lymphoid cells (ILCs) comprising group 1 ILCs (ILC1 and NK cells), ILC2 and ILC3 lack rearranged antigen receptors and play an important role in regulating tissue homeostasis and mediating protective responses against pathogens, especially at mucosal surfaces. ILCs develop from the common lymphoid progenitor (CLP) under the influence of IL-2Rγc signalling and their commitment towards the ILC lineage is marked by the up-regulation of a set of genes, including the transcription factor (TF) inhibitor of DNA-binding 2 (Id2), within the ILC progenitor (ILCP)^1^. Among ILC3, α_4_β_7_^+^ CD4^+/-^ lymphoid tissue inducer (LTi) cells are present early in life in fetal liver (FL), spleen, intestine and lymph node (LN) anlage^2,3^, where they interact with mesenchymal stromal cells and guide development of lymphoid structures during embryogenesis^4,5^. LN formation relies on coordinated expression of lymphotoxin (LT) α/β, IL-7 receptor (IL7-R)^6^, Receptor Activator of NF-κB Ligand (RANKL, also known as TRANCE or TNFSF11)^7,8^ and CXCR5^9–11^, which are required for LTi cell attraction, survival and function in LN anlage. CD4^+/-^ LTi cells express the master transcription factor (TF) RORγt, which plays a non-redundant role for their development and thus for the generation of lymphoid tissues, as shown by lack of LN and Peyer’s patches (PP) in RORγt-deficient mice^12,13^. Conversely, the pool of ILC3 expressing RORγt and emerging after birth is preferentially confined to the intestine, with few cells present in LN and spleen. Adult intestinal ILC3 are more diversified and comprise of a subset of CD4^+/-^ CCR6+ LTi-like cells and of CCR6^-^ CD4^-^ ILC3 expressing the natural cytotoxicity receptor NKp46. Generation of NKp46^+^ ILC3 requires up-regulation of ILC1-specifying TF T-bet (encoded by *Tbx21*) and occurs after birth, in conjunction with colonization with Intestinal microbiota^14–19^. Thus, NKp46^+^ ILC3 co-express T-bet and RORγt, along with IL-22 and IFN-γ, and a tightly regulated T-bet/RORγt balance Impacts on the frequency as well as the “NK-ness” of NKp46^+^ ILC3, as shown in *Rorc(gt)*^+/-^, *Tbx21^-/+^* and *Tbx21^-/-^* mice^15,6,20^.

Whereas the antagonistic role of T-bet and RORγt in regulating the balance between ILC3 subsets and ILC1 after birth has been partially elucidated, the interplay between these two TFs during embryonic development, as well as its possible effects on the differentiation of fetal ILCs and on LN formation, has not been investigated and remains completely unknown.

Here, we report that lack of T-bet rescues LN formation in the absence of the ILC3 master TF RORγt. LN formation in mice deficient for both RORγt and T-bet is associated with the accumulation in fetal intestine and LN anlage of a RORα-dependent PLZF^hi^ ILCP population expressing central LTi molecules. These cells are maintained in adult mice, where they produce IL-22 and promote expression of antimicrobial peptides in gut epithelium. Altogether, our data unravel a previously unrecognized role for T-bet and RORα in regulating fetal ILCP differentiation and LN development during embryonic life.

## Results

### scRNA-seq reveals mature ILCs and progenitors in fetal gut

In order to study prenatal ILC heterogeneity, we performed single-cell RNA sequencing (scRNA-seq) of viable Lin(CD19, CD3, CD5, F4/80, FcɛRIα, Gr-1)^-^ CD45^+^ cells expressing IL-7 receptor (CD127) and/or the IL-2 receptor subunit beta (CD122) isolated from the small intestine (SI) of embryonic day 18.5 (E18.5) *Rorc(gt)^GFP/wt^* reporter mice. This sorting strategy enabled enrichment of the full spectrum of ILC subsets, including T-bet^+^ ILC1, characterized by low CD127, and high CD122 expression (Extended Data fig. 1a). For simultaneous characterization of RNA and protein, we integrated oligo-conjugated antibodies into the single-cell sequencing workflow, also known as CITE-seq (Cellular Indexing of Transcriptomes and Epitopes by sequencing), which allowed us to validate ILC lineage identities with surface protein expression. After quality control, normalization and filtering out a dendritic cell-like population (displaying transcripts for *Cd209a*, *Cd86* and *Cfs1r*, Extended Data fig. 1b), we analysed 1268 remaining cells with differentially regulated signatures, leading to the identification of eight distinct clusters (Fig. 1a and Extended Data fig. 1c). The common ILC marker Id2 along with expression of *Ets1*, *Rora*, *Ahr*, *Cxcr6* and *Arg1* were detected in the majority of cells belonging to clusters 1-3 and 5-7, assigning them to the ILC lineage (Fig. 1 b,c). Robust gene signatures, including transcripts for *Gata3*, *Tbx21* and *Rorc*, enabled identification of three major superclusters: ILC2 (cluster 1 and 7), ILC1/NK (hereafter referred to as ILC1, cluster 3 and 5) and ILC3/LTi (hereafter referred to as ILC3, cluster 2 and 6). Identity of the inferred superclusters was also confirmed by the distribution of surface markers detected by oligo-conjugated antibodies, ST2, NK1.1 and CD4 (Fig. 1b). Top 50 differentially expressed genes between these clusters included *Bcl11b*, *Il1rl1*, *Il17rb*, *Icos*, *Hey1*, *Il9r* and *Il4* for ILC2; *Ccl5*, *Klrk1*, *Ncr1*, *Cxcr3*, *Xcl1* and *Ifng* for ILC1; *Batf3*, *Batf*, *Tox2*, *Il1r1*, *Il23r*, *Nrp1*, *Lta* and *Il22* for ILC3 (Fig. 1c and Extended Data fig. 1c)^21–23^. Expression of the NK cell TF Eomes was mostly negative and confined to a small subset within *Tbx21^+^* cells, supporting the notion that clusters 3 and 5 largely comprise of ILC1 (Fig. 1c and Extended Data fig. 1d). Transcripts for *Il7r* were highest in ILC3 and lowest in ILC1, which conversely showcased the most prominent expression of *Il2rb* transcripts, as also observed on protein level (Fig 1b,cand Extended Data fig. 1a). Within all ILC superclusters, we further detected clusters of cells (5-7) enriched in gene transcripts associated to active cell cycle, such as *Mki67*, *Top2a* and *Tubb4*, highlighting a substantial fraction of proliferating ILC3, ILC2 and ILC1 within the embryonic intestine (Fig. 1a and Extended Data fig. 1c). Besides identification of classical ILC lineages, two additional clusters (4 and 8) were detected: cluster 8 had little or no expression of most ILC-related genes such as *Id2*, but expressed *Il7r* along with abundant transcripts of *Flt3*, *Cd34*, *Bcl11a* and *Tcf3* (encoding for E2A) (Fig. 1c and Extended Data fig. 1c), indicative of lymphocyte differentiation from hematopoietic stem cells. Moreover, in this cluster we observed few cells expressing recombination activating genes *Rag1/2*, Early B cell Factor 1 (*Ebf1*) and *Nfil3* (Fig. 1c), the latter previously shown to promote early NK/ILC lineage commitment by regulating *Id2*^24–27^. Altogether, this signature was compatible with the one described for common lymphocyte progenitors (CLP)^28^. Cluster 4 shared signatures with ILC precursors (ILCP), formerly identified in FL and adult bone marrow (BM)^17,29–33^. This signature included surface expression of integrin α_4_β_7_ and c-Kit, along with abundant transcripts for *Il7r* and Zbtb16 (encoding for PLZF) (Fig. 1c,d). Accordingly, surface PD-1, which identifies PLZF-expressing ILCP in the BM^32,34^, could be detected within this population and was associated with Zbtb16 transcripts (Figure 1D). Therefore, clusters 8 and 4 are hereafter referred to as CLP and ILCP, respectively. Transition from CLP to ILCP was marked by loss of *CD34*, *Bcl11a* and *Flt3* and up-regulation not only of *Zbtb16*, but also of *Tcf7*, *Tox*, *Ikzf2*, *Runx3*, *Maf*, *Bcl2*, *Cd7*, *Id2*, *Ets1*, *Rora*, *AhR*, *Cxcr6* and *Gata3*, along with a conversion from *Notch1* to *Notch2* expression (Fig. 1c), as previously reported in the BM and FL^35^. Cells within the ILCP cluster largely co-expressed *Zbtb16* with *Tcf7*, *Tox* and *Gata3^lo^*, while few cells showed co-expression of *Zbtb16* with *Cxcr6*, *Tbx21*, *Gata3^hi^* or *Rorc* transcripts (Fig. 1e), suggesting ongoing transition from the ILCP towards the different ILC lineages. Along this line, expression of some ILC1, ILC2 or ILC3-specifying genes such as *Cxcr3*, *Klrk1*, *Xcl1*, *Il17rb*, *Icos*, *Il4*, *Batf3*, *Batf*, *Nrp1* and *Il1r1* could be accordingly observed within the ILCP cluster (Fig. 1c and Extended Data fig. 1c). To model continuous developmental trajectories, we regressed out cell-cycle related genes within the proliferating clusters (5, 6, 7), to map these cells onto their respective ILC superclusters and applied two distinct computational models of single-cell trajectory inference, Slingshot (Fig. 1f) and partition-based graph abstraction (PAGA) (Extended Data fig. 1e). Both methods inferred comparable trajectories with continuous cell transitions from CLP to ILCP, further branching into ILC1, ILC2 and ILC3 (Fig. 1f and Extended Data fig. 1e). Interestingly, Slingshot analysis highlighted an early branching of the ILCP towards the ILC2 cluster, while ILC1 and ILC3 retained a common trajectory and transitional states before bifurcating into separate lineages (Fig. 1f).

Altogether, these data report transcriptional signatures of ILC lineages in the embryonic SI and identify a spectrum of progenitor populations within the isolated tissue that resemble those previously described in FL or adult BM, suggesting the intestine as an active ILC differentiation niche during embryonic development.

### Fetal intestinal ILC3 are heterogeneous

In order to assess whether ILC3 from fetal SI comprise heterogeneous subsets similar to their adult counterparts, we next analysed the ILC3 supercluster in more detail (Figure 2). Using unsupervised clustering, we identified three subclusters with defined sets of differentially regulated genes, displaying analogous *Rorc* expression (Fig. 2a,b). Among the top 30 genes characterizing subcluster 1, we found *Tnfsf11* (encoding RANKL or TRANCE), *Pdcd1* and transcripts for cytokines or chemokines such as *Il22*, *Lif^36^*, *Csf2* (encoding GM-CSF) and the neutrophil chemoattractant *Cxcl2* (Fig. 2c,dand Extended Data fig. 2a). In addition, *Cxcr5* transcripts were also enriched in subcluster 1 (Fig. 2d). Subcluster 2 showed high expression of *Il7r*, *Ltb*, *Ccr6*, *Batf* and *Cd7* (Fig. 2c and Extended Data fig. 2a). Transcripts associated with major histocompatibility (MHC) class molecules, including H2-genes as well as *Cd74*, *Cd82* and *Lst1*, previously reported in CD4^+^ fetal LTi cells and in CCR6^+^ ILC3 postnatally,^6,21,37–40^, were largely confined to subcluster 2 (Extended Data fig. 2a). Subcluster 3 was characterized by low expression of c-Kit (protein and transcripts) (Extended Data fig. 2b) and high expression of genes typically associated to ILC1 and NK, as well as adult NKp46^+^ ILC3, such as *Klrk1*, *Klrc2*, *Klrd1*, *Klrb1c* together with *Cd226* transcripts and surface protein (Fig. 2c and Extended Data fig. 2a,b). Importantly, we also detected cells expressing transcripts for *Tbx21* and *Ncr1* (Fig. 2e). Notably, expression of *Lta* transcripts and of surface proteins CD4 and NRP-1 were comparable in subcluster 1 and 2, although also present at low levels in subcluster 3 (Fig. 2d). These data suggest that generation of specified ILC3 subsets already happens embryonically and point out that a small subset of T-bet^+^ ILC3 is present prenatally.

### RORγt^+^T-bet^+^CD4^+^ ILC3 transiently emerge prenatally

In order to validate our scRNA-seq data by flow cytometry and to understand when T-bet^+^ ILC3 emerge during embryonic development, we took advantage of T-bet-ZsGreen reporter mice and performed a kinetic analysis of T-bet and RORγt expression by LinLD^-^ CD45^+^CD122^+^ and/or CD127^+^ cells derived from the developing small intestine (SI) or FL. T-bet-ZsGreen reporter signal was validated by intracellular staining of T-bet, showing full co-expression of T-bet and ZsGreen fluorescent proteins (Extended Data fig. 3a). Both ILC3 and ILC1 were present in the SI of E14.5 mice, with ILC3 persistently dominating over ILC1 throughout embryonic development until 4 weeks of age (Fig. 3a and Extended Data fig. 3b). Eomes was only expressed on a small subset of T-bet^+^ cells (Fig. 3 b and Extended Data fig. 3c and e), in line with E18.5 scRNA-seq data. Although percentage of LinLD-CD45^+^CD122^+^ and/or CD127^+^ cells was lower in FL compared to SI (Fig. 3a and Extended Data fig. 3d), ILC3 and ILC1 could be observed at similar frequency in FL at E14.5, with percentage of ILC3 dropping around E16.5, concomitant with ILC1 increase (Extended Data fig. 3b). By zooming Into RORγt+ ILC3 we observed that, besides CD4^+^ T-bet^-^ cells, around 25% of E14.5 intestinal or FL ILC3 expressed T-bet, and a significant fraction co-expressed CD4 (Fig. 3a and Extended Data fig. 3d). A similar distribution of ILC3 subsets according to T-bet and CD4 was also observed in the E14.5 mesenteric LN (mLN) anlage (Extended Data fig. 3f). Further characterization of intestinal and liver ILC3 subsets showed high surface expression of CD127, NRP-1 and *CXCR5* in the CD4^+^T-bet^-^ subset, with intermediate levels in CD4^+^T-bet^+^ and lowest expression in CD4^-^T-bet^+^ cells. All ILC3 subsets expressed high levels of α_4_β_7_; conversely, CD90 was enriched in T-bet^+^ compared to T-bet^-^ ILC3 (Fig. 3b and Extended Data fig. 3e). Over time, the percentage of CD4^-^T-bet^+^ ILC3 increased gradually in the intestine, while CD4^+^T-bet^-^ and CD4^+^T-bet^+^ ILC3 decreased from E14.5 to 4 weeks of age (Fig. 3, c and d). Notably, regardless of T-bet expression, NKp46 was not detected on the surface of ILC3 during embryonic development and appeared only in newborn mice (Fig. 3c), in line with previous findings^14^. CCR6 was selectively expressed by a small fraction of intestinal CD4^+^T-bet^-^ ILC3 cells by E14.5 (Fig. 3b), while its expression increased until E18.5, when CCR6^+^CD4^-^ ILC3 first appeared (Extended Data fig. 3g). Over time, there was a reduction in the frequency of CCR6-CD4^+^ ILC3, which were virtually absent postnatally, when CCR6^+^CD4^+/-^ became the predominant ILC3 populations (Extended Data fig. 3g).

Our data showed that CD4^+^Tbet^+^ cells represented a consistent proportion of intestinal ILC3 at E14.5, in contrast to 4-week-old mice. As their frequency was already strongly reduced at birth, we analysed newborn fate map *Rorc(gt)^cre^ × R26R^eYFP^* (RORγt-FM) or *Tbx21^cre^ × R26R^eYFP^* (T-bet^-^FM) reporter mice to test whether CD4^+^ T-bet^+^ ILC3 might have undergone lineage reprogramming already during embryonic life. Indeed, a population of “ex-ILC3” which has switched off expression of RORγt, likely in response to inflammatory signals such as IL-12, has been previously described in the adult intestine^15,17,41–43^. Among T-bet^+^ RORγt^-^ cells, we found a population of NK1.1^+^ RORγt-FM^+^ ILC1 in both liver and intestine, showing that ex-ILC3 are not only generated postnatally in response to environmental or inflammatory signals, but are already present at birth (Fig. 3e and Extended Data fig. 3h). Reciprocally, we also detected a small but consistent fraction of T-bet^-^FM^+^ cells among RORγt^+^CD4^^+^^ ILC3 in the intestine of newborn mice (Fig. 3f), suggesting a history of T-bet expression in these cells.

In summary, we found that T-bet is expressed by subsets of intestinal ILC3 already during embryonic development and identified a population of T-bet^+^CD4^+^ ILC3, which progressively decrease over time, revealing previously unappreciated prenatal ILC plasticity.

### Lack of T-bet rescues formation of LN in RORγt-deficient mice

Following up our finding of T-bet expression in fetal ILC3, we next investigated whether T-bet affected embryonic ILC3 functions, namely LN organogenesis, by analysing *Tbx21^-/-^ × Rorc(gt)^GFP/wt^* mice. *Rorc(gt)^GFP/wt^* reporter mice and *Rorc(gt)^GFP/GFP^* mice (lacking RORγt) were used as control. Whereas RORγt deficiency in *Rorc(gt)^GFP/GFP^* mice led to impairment of peripheral LN formation (Fig. 4, a and b), as previously reported^12,13^, LN generation in adult *Tbx21^-/-^ × Rorc(gt)^GFP/wt^* mice was largely normal (Extended Data fig. 4, a - c)^16^. It is well established that T-bet and RORγt are co-expressed within adult ILC3 where they cross-regulate each other^15,16,20^. in order to investigate the relevance of both TFs for fetal ILC3 development, we generated double knockout mice. Surprisingly, analysis of *Rorc(gt)^GFP/GFP^ × Tbx21^-/-^* mice, lacking both T-bet and RORγt, resulted in complete rescue of sacral, cervical, axillary and mesenteric LN, whereas emergence of brachial, inguinal and renal LN occurred in around 30-60% and Peyer’s patches (PP) in 20% of the animals (Fig. 4, a and b, and Extended Data fig. 4d). mLN from *Rorc(gt)^GFP/GFP^ × Tbx21^-/-^* mice displayed normal LN architecture and functions, as demonstrated by the presence of germinal centres (GCs), marked by PNA-binding B cell clusters surrounded by IgD^+^ naive B cells. GCs displayed a discrete segregation of dark and light zone, as shown by staining follicular dendritic cells in the latter one with CD35 (Fig. 4c). Flow cytometric analysis of mLN from *Rorc(gt)^GFP/GFP^ × Tbx21^-/-^* mice further identified similar numbers of *CXCR5*^+^PD1^+^ T follicular helper (Tfh) cells expressing ICOS and Bcl-6 as well as IgD^-/lo^CD38^-^Fas^+^GL7^+^ GC B cells, as compared to control mice, pinpointing functional competence of mLN in these mice (Fig. 4d). In order to rule out a possible role for T or B cells in driving LN development in the absence of T-bet and RORγt, we analysed *Rorc(gt)^GFP/GFP^ × Tbx21^-/-^ × Rag2^-/-^* mice and observed mLN development in all mice analysed (Fig. 4, e and f). in sum, our data show that in the presence of RORγt, T-bet does not influence embryonic LTi cell functions. in the absence of RORγt however, T-bet inhibits LN formation in a T cell- and B cell-independent manner as evidenced by rescue of LN in mice double deficient for RORγt and T-bet.

### ILCP accumulate due to impaired ILC1/3 differentiation

To investigate whether LN organogenesis in *Rorc(gt)^GFP/GFP^ × Tbx21^-/-^* mice was associated with the existence of an ILC population that retained LTi cell functions, we performed single-cell RNA sequencing on LinLD^-^CD45^+^CD122^+^ and/or CD127^+^ ILCs Isolated from E18.5 SI of *Rorc(gt)^GFP/GFP^ × Tbx21^-/-^* (DKO), as compared to *Rorc(gt)^GFP/GFP^* (RKO) or *Rorc(gt)^GFP/wt^* (reporter) mice. Combined analysis of equal numbers of cells from the three mouse strains revealed the presence of overlapping ILC clusters with comparable gene expression signatures in RKO and DKO as in reporter mice, although with clearly different distributions (Fig. 1a and 5a–b). As expected, ILC3 populations were drastically diminished in both RKO and DKO mice due to RORγt deficiency. Lack of ILC3 was paralleled by a conspicuous increase of ILC2 in both RKO and DKO strains and of ILC1/NK selectively in RKO, highlighting competitive cross-regulation between the different ILC lineages (Fig. 5, a and b). Besides increased frequencies, ILC2 transcriptional signatures were minimally affected in RKO and DKO, as compared to reporter mice (Extended Data fig. 5a). Because of T-bet deficiency, DKO mice were defective of the ILC1 cluster, while few cells with *Eomes* transcripts could be still detected (Extended Data fig. 5b). When analysing the progenitor populations, we observed a strong overrepresentation of the ILCP cluster in DKO mice, with equal frequency of the CLP (Fig. 5, a and b). ILCP derived from all strains displayed comparable expression of ILC-lineage markers like *Id2*, *Ets1*, *Rora*, *Ahr*, *CXCR6*, *Arg1*, *Il7r* and *Il2rb*, as well as of ILCP-associated genes *Zbtb16*, *Tcf7* and *Tox* (Fig. 5c and Extended Data fig. 5c). Additionally, α_4_β_7_ and PD-1 could be detected on the surface of DKO ILCP (Extended Data fig. 5d), as also seen in reporter mice. Accordingly, PLZF^hi^ PD1^hi^ ILCP were detected by flow cytometry among LinLD^-^CD127^+^ and/or CD122^+^ cells derived from E18.5 SI and mLN anlagen and their frequency and absolute number were increased in DKO and RKO, as compared to reporter mice (Fig. 5d and e). ILCP accumulation in DKO mice was not associated to increased proliferation, as Ki67 expression was comparable in ILCP from the three strains (Extended Data fig. 5e and f).

These data suggest that under unperturbed conditions, there is continuous ILCP differentiation towards the mature ILC lineages, as shown in reporter mice; on the other hand, in the absence of RORγt and T-bet, ILCP cannot further differentiate towards ILC1 or ILC3 lineages and therefore accumulate at this differentiation stage.

### ILCP of DKO mice are enriched in cells with LTi signatures

We next examined how deficiency of RORγt and T-bet affects ILCP transcriptional profile and differentiation commitment by analysing the enrichment score of DKO, RKO and reporter ILCP for ILCP, ILC1, ILC2 or ILC3 gene modules (Fig. 6a). We found that RKO ILCP were enriched in ILC1 and ILC2, but not in ILC3 module (Fig. 6a), as expected from RORγt deficiency. Accordingly, ILCP cells expressing *Tbx21* transcripts were more abundant in RKO than of reporter mice (Extended Data fig. 6a), suggesting that in the absence of RORγt counterbalance, ILCP maturation is skewed towards ILC1 lineage. Conversely, in DKO mice additional lack of T-bet resulted in an increased frequency of ILCP with a higher enrichment score for ILC3 (Fig. 6b). Interestingly, DKO ILCP with high enrichment for ILC3 genes exhibited low enrichment score for the ILCP gene module (Fig. 6a and 6b), suggesting that lack of T-bet facilitates progression of ILCP towards the ILC3 lineage. We then analysed which among the top 100 genes defining the ILC3 core module were upregulated in ILCP from DKO mice (Extended Data fig. 6b). DKO ILCP displayed no or only little expression of *Il1r1*, *Il17re*, *Nrp1* or *Ccr6*, similar to their ILCP counterparts from reporter or RKO strains (Extended Data fig. 6b and c). In contrast, besides *Gpr183* and *Batf3* and *Bcl2* (Fig. 6c), an increased fraction of DKO ILCP expressed transcripts for genes associated with LTi functions, namely *Lta*, *Ltb*, *Cxcr5* and *Tnfsf11* (encoding RANKL) (Fig. 6d). Of note, although lack of ILC3 advocated for a loss of RORγt-driven functions in both RKO and DKO mice (Fig. 5, a and b), residual *Rorc* transcripts could still be observed within the ILCP from RKO and DKO strains (Extended Data fig. 6b and d).

To validate the data obtained by scRNA-seq, we performed flow cytometry of LinLD^-^ CD127^+^ and/or CD122^+^ cells derived from E18.5 SI and mLN anlagen. A population of CXCR6^+^ cells expressing surface LTi functional molecules, namely RANKL, *CXCR5* and the heterotrimer LTα_1_β_2_, was present in the SI and mLN of DKO mice at comparable higher frequencies than in reporter mice where CXCR6^+^ RANKL^+^ CXCR5^+^ LTα_1_β_2_^+^ cells largely comprised of ILC3 (Fig. 6e and f). Besides significant differences in frequency, the MFI of RANKL or *CXCR5* was slightly increased in DKO versus RKO ILCP (Extended Data fig. 6e). In line with detection of *Rorc* transcripts by scRNA-seq, a consistent GFP signal indicating Rorc promoter activity was found in CXCR6^+^ cells from DKO and at lower frequencies in RKO mice (Extended Data fig. 6f). In support of the scRNA-seq data, DKO CXCR6^+^ cells expressed high levels of PLZF, confirming their ILCP identity (Fig. 6g). Thus, both scRNA-seq and flow cytometric analysis identified an ILCP population with LTi signatures in SI and mLN anlage of DKO mice. The frequency of *CXCR5*^+^ RANKL^+^ ILCs derived from FL of DKO was also higher as compared to RKO or reporter mice, although generally lower than in SI and mLN anlage (Fig. 6e and Extended Data fig. 6g). This shows that skewed ILCP differentiation towards acquisition of LTi signatures in DKO mice seems to occur already in the FL (Extended Data fig. 6g). To validate this concept, we performed *in vitro* differentiation assays culturing FL progenitors derived from the three strains on OP9 feeder cells in the presence of SCF and IL-7. After one week culture, all ILC lineages could be generated *in vitro* using progenitors from reporter mice (Fig. 6h and Extended Data fig. 6h). in line with the data observed *ex vivo*, ILC2 differentiation was enhanced in cultures from RKO and DKO mice, while generation of NK1.1 ^+^ cells (marking both ILC1 and NK cells) was reduced in DKO as compared to RKO mice (Extended Data fig. 6h). Importantly, cultures from DKO, but not from RKO, progenitors enabled the generation of a population of RANKL^+^CXCR5^+^ cells, which co-expressed PLZF (Fig. 6h).

Altogether, these data imply that lack of RORγt prevents the development of fully mature ILC3; however, in the absence of T-bet, it still enables the differentiation of ILCP with selected LTi features.

### PLZF^hi^ CXCR6^+^ GFP^+^ cells persist in adult DKO mice

The identification of ILCP with LTi features in embryos of RORγt and T-bet double deficient mice prompted us to investigate whether such a population would persist into adulthood. PLZF^hi^ CXCR6^+^ cells were present in the mLN of 4 week-old DKO (Fig. 7a). In line with the data of the E18.5 SI, a GFP signal could be detected in mLN and SI of adult DKO, as well as in SI of adult RKO mice (Fig. 7b and Extended Data fig. 7a). Interestingly, in contrast to GFP^lo^ cells (present in both RKO and DKO mice), *GFP^hi^* ILCs were absent in the SI of RKO, but detected in similar frequencies in DKO and reporter mice and partially expressed CD4, but not NKp46 (Fig. 7b). Likewise, *GFP^hi^* ILCs appeared in the SI of *Rag2^-/-^* DKO but not in *Rag2^-/-^* RKO mice (Extended Data fig. 7b). Bulk RNA-sequencing of NKp46^+^ and of CD4^+^ GFP^+^ populations sorted from SI of adult reporter, RKO and DKO mice underlined the observations gained in the E18.5 single-cell approach. 

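The cells came from the small intestinal lamina propria of 4-week-old mice. They were live CD45+ cells without CD3 or the lineage markers of B cells, myeloid cells and mast cells. They carried GFP from the Rorc(gt) locus and were split by NKp46, a receptor of NK cells and part of the ILC3, or by CD4. The 4 groups held 2 libraries each. NKp46+ and CD4+ cells came from reporter mice, in which GFP marks and disrupts a single Rorc(gt) allele and the other is wild type. NKp46+ cells came from RKO mice, in which GFP disrupts RORγt on both alleles. CD4+ cells came from DKO mice, which also lack Tbx21, the gene of T-bet. CD4+ cells of RKO mice and NKp46+ cells of DKO mice were not analysed here, so the loss of T-bet and the gate differ together between the RORγt-deficient groups.

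Tbx21, which is targeted in DKO mice, had 10 and 131 counts in the DKO CD4+ libraries, 197 and 190 in reporter CD4+, 1679 and 3891 in RKO NKp46+ and 5200 and 2692 in reporter NKp46+ cells. It did not pass edgeR's test between DKO and reporter CD4+ cells (log2 fold change -1.64, adjusted p = 0.342), nor in any of 18 alternative settings. Gene-level counts do not show from which part of the gene the remaining reads come. The gating genes differed between the gates. Cd4 was at 1346 ± 120 CPM (SD, n = 2 libraries) in DKO CD4+ and 1134 ± 308 CPM in reporter CD4+ cells, against 23.1 ± 9.23 CPM in RKO NKp46+ and 0.976 ± 0.148 CPM in reporter NKp46+ cells. Ncr1, which encodes NKp46, was at 883 ± 13.5 CPM in reporter NKp46+ and 882 ± 686 CPM in RKO NKp46+ cells, at 7.23 ± 2.11 CPM in reporter CD4+ cells, and had no count in either DKO CD4+ library.

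Markers of other cells differed between libraries. Collagens and other stroma and endothelium markers summed to 45489 CPM in RKO NKp46+ replicate 1 and to 250.3 CPM in replicate 2, and myeloid and dendritic cell markers to 3829 and 588 CPM. B and plasma cell markers summed to 10174 and 2515 CPM in reporter NKp46+ and 12212 and 1848 CPM in reporter CD4+ cells, against 367 and 365 CPM in RKO NKp46+ and 217 and 238 CPM in DKO CD4+ cells. T cell markers were highest in DKO CD4+ cells, at 1209 and 941 CPM. Epithelium markers summed to 245 and 175 CPM in RKO NKp46+ and 129 and 103 CPM in DKO CD4+ cells, against 18.3 to 37.2 CPM in the reporter libraries. Mast cell markers summed to 207 CPM in RKO NKp46+ replicate 1 and to 87.2 and 55.6 CPM in DKO CD4+ cells, against 3.24 to 4.40 CPM in the other 5 libraries.

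**Figure D1:**
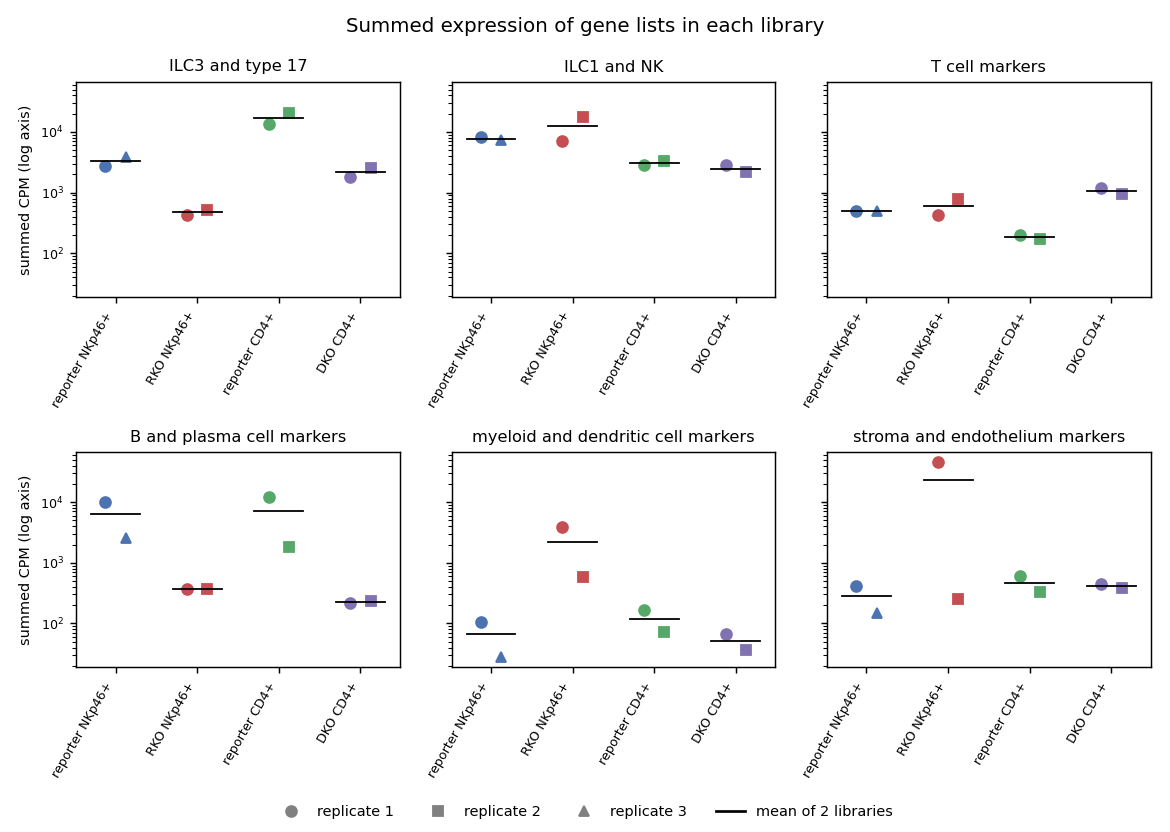
Summed expression of 6 gene lists in each of the 8 libraries, as CPM normalized by TMM on a log axis; each point is 1 library. RKO NKp46+ replicate 1 stands apart in stroma and endothelium markers (45489 CPM, against 250.3 CPM in replicate 2).

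The authors aligned paired reads from SMART-Seq II libraries to the mouse genome and deposited whole-number counts per gene; the submitters' notes name TopHat2, Bowtie2 and featureCounts. Total counts were 9918563 and 6410026 for reporter NKp46+, 8626663 and 8404519 for RKO NKp46+, 6753453 and 7984263 for reporter CD4+, and 6172187 and 7789176 for DKO CD4+ cells. From these counts, all 8 libraries were fitted together with edgeR, with TMM normalization, over the 13415 genes that passed its expression filter. Genes were called at a Benjamini-Hochberg adjusted p under 0.05. Nothing says that the libraries of a group came from separate mice, so p-values measure the spread between libraries, which may be technical.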

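In DKO CD4+ GFP+ cells 225 genes were higher and 276 lower than in reporter CD4+ GFP+ cells at an adjusted p under 0.05 from edgeR's quasi-likelihood test. Genes of ILC3 and the type 17 response fell as a group. Of 14 tested, 5 were lower and none was higher (7 lower when adjusted over the list alone). The group passed limma's camera test (adjusted p = 2.41e-14, and adjusted p = 0.0199 with an estimated correlation). The paper also shows Il17a, Il17f, Il22, Il23r, Il1r1, Ccr6, Nrp1, Batf, Batf3 and Csf2 of this list from these libraries. The test is thus not independent of the paper's choice of genes. Immediate early and dissociation genes, which respond to activation and to tissue handling, summed to 17286 and 24115 CPM in DKO and 50465 and 34167 CPM in reporter CD4+ cells (camera, adjusted p = 7.35e-04 downwards, and adjusted p = 0.415 with an estimated correlation). Ccr6, the chemokine receptor of LTi-like ILC3, had no count in either DKO library, against 242 ± 3.97 CPM (SD, n = 2) in reporter CD4+ cells, which is at least 569-fold lower at a floor of 3 counts per library (adjusted p = 0.00761 from edgeR). Il17f fell by 7.09 on the log2 scale (by edgeR -6.49 without reporter CD4+ replicate 2 and -7.81 without DKO replicate 1). Il23r, a receptor subunit for IL-23, fell by 5.28 and Tox2 fell by 3.59.

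Zbtb16, which encodes PLZF, the transcription factor of ILC precursors, was at 49.5 ± 0.339 CPM (SD, n = 2) in DKO CD4+ and 24.4 ± 0.770 CPM in reporter CD4+ cells. Its log2 fold change was 1.02 (standard error 0.33, adjusted p = 0.144 from edgeR). Reporter and RKO NKp46+ cells had 29.3 ± 1.44 and 26.3 ± 12.4 CPM. Tox, a regulator of early ILC development, was at 185 ± 30.7 CPM in DKO CD4+ and 170 ± 16.0 CPM in reporter CD4+ cells (log2 fold change 0.12, standard error 0.38, adjusted p = 0.879 from edgeR). Tcf7, which encodes TCF-1, was at 952 ± 113 CPM in DKO CD4+, 1697 ± 283 CPM in reporter CD4+, 537 ± 80.5 CPM in reporter NKp46+ and 226 ± 131 CPM in RKO NKp46+ cells. Between the CD4+ groups this was a log2 fold change of -0.83 (standard error 0.41, adjusted p = 0.288 from edgeR). Il1r1, the receptor for IL-1, was at 76.0 ± 29.3 CPM in DKO CD4+ and 731 ± 232 CPM in reporter CD4+ cells, a log2 fold change of -3.27 (standard error 1.31, adjusted p = 0.226 from edgeR).

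**Figure D2:**
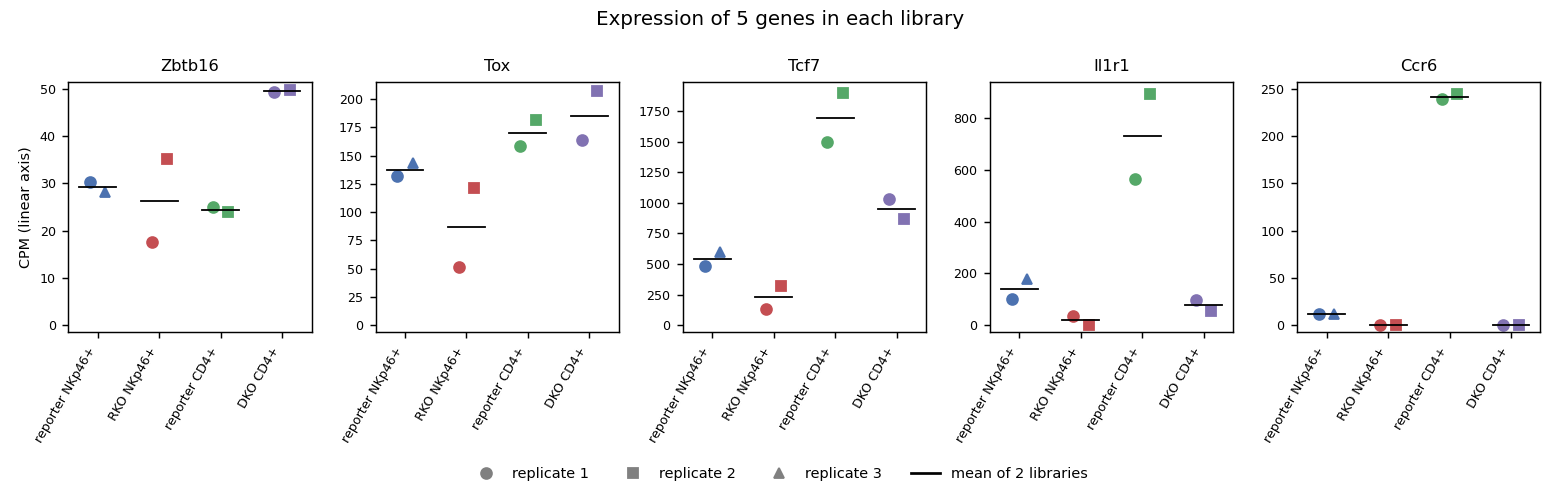
Expression of Zbtb16, Tox, Tcf7, Il1r1 and Ccr6 in each library, as CPM normalized by TMM on linear axes; each point is 1 library and each group has 2. Both DKO CD4+ libraries are at 0 CPM for Ccr6 and lie near 49.5 CPM for Zbtb16.

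In GRCm38 these genes lie on chromosome 9 from 48654297 to 48836222 (Zbtb16), chromosome 4 from 6686353 to 6991557 (Tox), chromosome 11 from 52252371 to 52283014 (Tcf7), chromosome 1 from 40225080 to 40317257 (Il1r1) and chromosome 17 from 8236043 to 8257141 (Ccr6). Of 20 genes that the study tied to ILC precursors in its fetal single-cell data, which are other samples than these, Itgb7, an integrin subunit for gut homing, was higher, Pdcd1, which encodes PD-1, was lower and 18 did not pass the test (2 higher and 7 lower when adjusted over the list alone). Camera gave this list an adjusted p of 0.00946 downwards, and an adjusted p = 0.466 with an estimated correlation. The paper tied the products of Itgb7, Pdcd1 and Kit to precursors as surface proteins, while RNA was counted here. It also gives Pdcd1 for an ILC3 subcluster, Il7r as highest in ILC3, and Id2, Ets1, Rora, Ahr and Cxcr6 for most ILC clusters. A fall of this list is thus not specific to precursors. Without RKO NKp46+ replicate 1 the counts were 1209 higher and 1253 lower, and edgeR's adjusted p was 0.00897 for Zbtb16, 0.0381 for Tcf7 and 0.00232 for Il1r1. Over 18 alternatives, DESeq2 and limma-voom among them, the adjusted p ran from 0.00546 to 0.553, from 0.0271 to 0.754 and from 5.78e-04 to 0.607. Without RKO NKp46+ replicate 2, 2021 genes were called, and without either reporter NKp46+ library 51. With any one CD4+ library left out, which leaves 1 in its group, edgeR called 0 (1581 to 1909 at an unadjusted p under 0.05).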

DKO CD4^+^ GFP^+^ cells displayed high *Zbtb16*, *Tox* and *Tcf7* expression, while lacking other ILC3-related genes including *Il1r1* and *Ccr6*. Conversely, CD4^+^ GFP^+^ cells from DKO and reporter mice still displayed comparable levels of transcripts for central LTi cell molecules, such as *Lta*, *Ltb*, *Tnfsf11* and *Cxcr5* (Fig. 7c). 

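Lta and Ltb encode the lymphotoxin subunits that LTi cells use to signal to stromal organizer cells. Lta was at 217 ± 41.8 CPM (SD, n = 2) in DKO CD4+ GFP+ cells and 192 ± 47.6 CPM in reporter CD4+ GFP+ cells, a log2 fold change of 0.17 with a 95% confidence interval from -0.59 to 0.94. Ltb was at 593 ± 82.4 CPM and 513 ± 101 CPM (log2 fold change 0.21, interval -0.93 to 1.35). Tnfsf11, which encodes RANKL, was among the more abundant transcripts of both groups, at 3434 ± 1104 CPM in DKO and 4010 ± 1050 CPM in reporter cells (log2 fold change -0.22, interval -1.59 to 1.15). Cxcr5, the receptor for CXCL13, was at 531 ± 28.4 CPM and 505 ± 50.3 CPM (log2 fold change 0.07, interval -3.09 to 3.24).

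None of the 4 passed edgeR's quasi-likelihood test in this comparison, with adjusted p of 0.790 for Lta, 0.835 for Ltb, 0.854 for Tnfsf11 and 0.981 for Cxcr5, nor in any of 18 alternative settings. A missed threshold does not show equal levels, and the interval of Cxcr5 is the widest of the 4. The intervals draw on the spread within every group of the fit, and the Cxcr5 counts of the RKO NKp46+ libraries lay far apart. Within the CD4+ groups themselves the SDs of Cxcr5 were small. Il7r, the interleukin-7 receptor subunit and last gene of the LTi list of 5, of which none was called here (0 higher and 1 lower when adjusted over the list alone), was at 415 ± 12.7 CPM in DKO and 1303 ± 130 CPM in reporter CD4+ cells (log2 fold change -1.65, adjusted p = 0.104 from edgeR). It was called without RKO NKp46+ replicate 1 (adjusted p = 0.00207 from edgeR; 8.68e-04 to 0.467 over 18 alternatives). In GRCm38 Lta and Ltb lie side by side on chromosome 17 (35203165 to 35205351 and 35194439 to 35196320), Tnfsf11 on chromosome 14 (78277445 to 78308043) and Cxcr5 on chromosome 9 (44511787 to 44561877).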

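Il22, which encodes the cytokine that drives antimicrobial defence in the gut epithelium, was at 604 and 569 CPM in the DKO CD4+ GFP+ libraries (mean 587 ± 25.1 SD, n = 2). Reporter NKp46+ GFP+ cells had 1129 and 2231 CPM (1680 ± 779), RKO NKp46+ GFP+ cells 14.6 and 8.31 CPM (11.5 ± 4.47), and reporter CD4+ GFP+ cells 9588 and 15886 CPM (12737 ± 4453). Il22 was thus 51.1-fold higher in DKO CD4+ than in RKO NKp46+ cells, 21.7-fold lower than in reporter CD4+ cells and 2.86-fold lower than in reporter NKp46+ cells. In RKO NKp46+ cells it was 146-fold lower than in reporter NKp46+ cells. Il17a, the signature cytokine of the type 17 response, had 24 and 0 counts in DKO CD4+, 82 and 132 in reporter CD4+, 4 and 1 in reporter NKp46+ and 0 and 10 in RKO NKp46+ cells.

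By edgeR's quasi-likelihood test, Il22 changed by 5.67 on the log2 scale against RKO NKp46+ cells (standard error 0.55, adjusted p = 0.00570) and by -4.44 against reporter CD4+ cells (standard error 0.52, adjusted p = 0.0138). RKO against reporter NKp46+ cells gave -7.19 (standard error 0.59, adjusted p = 0.00820 from edgeR). DKO CD4+ against reporter NKp46+ cells gave -1.52 (standard error 0.46, 95% confidence interval -2.61 to -0.42, adjusted p = 0.150 from edgeR), so that the interval excludes 0 while the adjusted p misses the threshold. For the first 3 of these comparisons the adjusted p over 18 alternatives, DESeq2 and limma-voom among them, ran from 9.70e-38 to 0.0723, from 7.35e-25 to 0.172 and from 5.93e-60 to 0.123. The edgeR calls ended, in that order, with either DKO CD4+ library, with any CD4+ library, and with any library other than the RKO NKp46+ ones left out. With only the groups compared, the first and the third also ended (adjusted p = 0.0559 and 0.123 from edgeR). In all, 15, 13 and 10 of the 18 alternatives passed. Between DKO CD4+ and reporter NKp46+ cells, without RKO NKp46+ replicate 1 the adjusted p from edgeR was 0.0296, and without replicate 2 it was 0.0472. Over 18 alternatives, the lowest from DESeq2, it ran from 0.00420 to 0.652, and the log2 fold change from -1.91 to -0.93. For Il17a, edgeR gave a log2 fold change of -2.95 against reporter CD4+ (adjusted p = 0.391) and of 2.70 against reporter NKp46+ cells (adjusted p = 0.516).

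Il22 lies on chromosome 10 of GRCm38 from 118204942 to 118210047 and Il17a on chromosome 1 from 20730905 to 20734496. Iltifb, a near-identical copy of Il22 on the same chromosome, can share reads with it. It had 139 and 897 counts in reporter CD4+, 28 and 25 in reporter NKp46+, 3 and 2 in DKO CD4+ and 0 in both RKO NKp46+ libraries, against 63762 and 119113, 11673 and 14452, 3681 and 4770, and 120 and 69 for Il22.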

Importantly, *Il22*, but not Il17a, transcripts were restored to similar amounts in DKO CD4^+^ GFP^+^ cells as in NKp46^+^ ILC3 from reporter mice (Fig. 7c and e). Along this line, IL-22, but not IL-17A, protein was detected in DKO CD4^+^ GFP^+^ cells and was sufficient to rescue expression of *Reg3g* and *Reg3b* encoding antimicrobial peptides in the intestinal epithelium (Fig. 7f).

These data show that in the absence of T-bet and RORγt, PLZF^hi^ ILCP with LTi signatures and residual *Rorc* promoter activity develop during embryonic life and persist into adulthood. 

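The RORγt-deficient populations differed in the genes of LTi function. This list holds Lta, Ltb, Tnfsf11 and Cxcr5, which the paper also reported from these libraries, so its test is not independent of the paper's choice of genes. Of 5 tested, 2 were higher in DKO CD4+ than in RKO NKp46+ GFP+ cells and none was lower (4 higher when adjusted over the list alone; limma's camera test, adjusted p = 5.05e-09, and adjusted p = 0.0314 with an estimated correlation). Lta was at 5.44 ± 2.35 CPM (SD, n = 2) in RKO NKp46+ cells and 39.7-fold higher in DKO CD4+ cells, and Tnfsf11 was at 112 ± 64.1 CPM and 30.6-fold higher (adjusted p = 0.00205 and 0.0139 from edgeR). Cxcr5 had 89 and 0 counts in RKO NKp46+ cells, with an adjusted p of 0.0857 from edgeR, and Ltb had 228 ± 140 CPM (log2 fold change 1.38, adjusted p = 0.156 from edgeR). Cxcr5 was called as higher with DESeq2, with limma-voom and without either RKO NKp46+ library (adjusted p from 1.32e-05 to 0.267 over 18 alternatives). Ltb was called with DESeq2 and without RKO NKp46+ replicate 2 (0.00792 to 0.479), and its log2 fold change ran from 0.87 without replicate 1 to 2.21 without replicate 2.

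Of 14 genes of ILC3 and the type 17 response, 6 were higher in DKO CD4+ than in RKO NKp46+ cells and none was lower (6 when adjusted over the list alone; camera, adjusted p = 5.05e-09, and adjusted p = 0.0314 with an estimated correlation). Il17re, a subunit of the receptor for IL-17C, rose by 4.99 on the log2 scale and Batf3, a transcription factor, by 4.40. Rorc, the gene that carries GFP in both groups, was also among the 6. Of the 20 genes tied to ILC precursors, Tcf7 (log2 fold change 2.07), Itgb7 (1.85), Bcl2, a survival factor (1.83), and Runx3 (1.07) were higher and none was lower (4 higher and 2 lower when adjusted over the list alone; camera, adjusted p = 0.115). The calls of Tcf7, Itgb7, Bcl2 and Runx3 each passed in 10 of 18 alternatives and ended in the others. Zbtb16 gave 0.91 and Tox 1.10 (adjusted p = 0.166 and 0.153 from edgeR). Both were called as higher without RKO NKp46+ replicate 2, at 1.49 and 1.85, and Tox also with DESeq2; without replicate 1 they gave 0.51 and 0.62. Over 18 alternatives the adjusted p ran from 0.00691 to 0.467 for Zbtb16 and from 0.00251 to 0.474 for Tox. Of 24 ILC1 and NK genes tested, 16 were lower and none was higher (1 higher and 23 lower when adjusted over the list alone; camera, adjusted p = 1.17e-34, and adjusted p = 0.141 with an estimated correlation), among them Tbx21, which the DKO mice lack, with a log2 fold change of -5.26, and Ifng with -6.24. RKO NKp46+ cells were gated on NKp46, an NK receptor encoded by Ncr1, which was also among the 16. Their replicate 1 also carried the stroma and myeloid markers. The calls of Ltb, Zbtb16 and Tox without replicate 2 thus rest on that library alone for RKO NKp46+ cells. The genes tied to ILC precursors summed to 5854 CPM in it and 11270 CPM in replicate 2, and LTi function genes to 318 and 779 CPM.

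In all, 344 genes were higher and 398 lower in DKO CD4+ than in RKO NKp46+ cells by edgeR's quasi-likelihood test. Without RKO NKp46+ replicate 1 these were 1455 and 1015, without replicate 2 987 and 2657, and leaving out any one of the other libraries gave 23 to 165 calls. The Tnfsf11 call passed in 12 of 18 alternatives (adjusted p from 9.14e-20, by DESeq2, to 0.115, by edgeR). It ended with any one CD4+ library left out and with only the groups compared (adjusted p = 0.0830 from edgeR). Its log2 fold change of 4.93 ran from 4.45 without RKO NKp46+ replicate 1 to 5.68 without replicate 2. Without replicate 2 that of Tcf7 was 2.84 and that of Il17re 5.65. Without DKO CD4+ replicate 1 Tbx21 gave -4.42 and Ifng -7.21, and without replicate 2 of that group -7.61 and -5.59. The Lta call held with each library left out in turn and ended with only the groups compared (adjusted p = 0.0559 by edgeR, the highest of 18 alternatives; the lowest was 1.12e-45, by DESeq2). The lists also differed between the gates of reporter mice. In reporter CD4+ against reporter NKp46+ cells, 4 of 14 ILC3 and type 17 genes were higher and none was lower. Of 24 ILC1 and NK genes, 7 were lower and none was higher. Among these 7 was Ncr1, the gene of the NKp46 gate, whose fall follows from the sorting. LTi function genes had a median log2 fold change of 1.91 with none of 5 called (camera, adjusted p = 5.31e-05 upwards, and adjusted p = 0.0808 with an estimated correlation). Between the reporter groups, 43 genes were higher and 65 lower in CD4+ than in NKp46+ cells by edgeR. ILC3 genes such as Tox2 (log2 fold change 3.96) and Ccr6 (4.34) were higher and the NK genes Fasl (-6.69) and Xcl1 (-6.48) lower. Without RKO NKp46+ replicate 1 the counts were 511 and 424, and without replicate 2 448 and 337. With any one of the other libraries left out edgeR gave 0 or 1 call, at 679 to 1366 genes with an unadjusted p under 0.05. From its data, the paper concludes that without T-bet and RORγt, precursors high in PLZF, with LTi features and some remaining activity of the Rorc promoter, arise before birth and are kept in the adult.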

Based on these data, we next asked whether transfer of DKO fetal progenitors could give rise to such a population in adult mice. To this end, we adoptively transferred FL progenitors from reporter, RKO or DKO CD90.1^+^ CD45.2^+^ mice into irradiated CD90.2^+^ CD45.1^+^ *Rag2^-/-^Il2rg^-/-^* hosts. Irradiated recipient mice were treated bi-weekly with anti-CD90.2 antibody in order to deplete residual radio-resistant host ILCs^44–46^ and analysed 4 weeks after reconstitution (Fig. 7g). In line with the phenotype observed *ex vivo* in adult DKO mice, only DKO progenitors efficiently reconstituted a population of GFP^hi^ cells at similar frequency to the one observed in reporter mice (Fig. 7h).

Collectively, we have shown that deficiency of T-bet and RORγt enables the generation and accumulation of embryonic PLZF^hi^ ILCP, which can persist into adulthood. Lack of T-bet facilitates ILCP expression of molecules conferring LTi function and IL-22, thereby rescuing LN formation during embryogenesis and promoting the production of antimicrobial peptides in the intestinal epithelium postnatally.

### RORα promotes LN development in DKO mice

As we observed residual Rorc transcriptional activity as well as GFP^lo/hi^ expression in both RKO and DKO ILCs, respectively, we further validated transcript and protein expression of RORγt in *Rorc(gt)^GFP/GFP^* and *Rorc(gt)^GFP/GFP^ × Tbx21^-/-^* mice, in which the ATG in front of *Rorc* exon 1γt is replaced by GFP gene insertion disrupting the transcriptional start site (TSS) (Fig. 8a). 

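Rorc, which encodes RORγ and RORγt, lies on chromosome 3 of GRCm38 from 94372794 to 94398276. Its reads, counted over the whole gene, numbered 324 and 749 in the RKO NKp46+ libraries and 2517 and 4426 in the DKO CD4+ libraries from adult small intestine, against 4174 and 3402 in reporter NKp46+ and 4032 and 5238 in reporter CD4+ cells. This was 64.9 ± 35.9 CPM (SD, n = 2) in RKO NKp46+ and 471 ± 81.1 CPM in DKO CD4+ cells, with 465 ± 85.8 CPM in reporter NKp46+ and 652 ± 65.2 CPM in reporter CD4+ cells. Rorc fell by 2.84 on the log2 scale in RKO against reporter NKp46+ cells (standard error 0.42, adjusted p = 0.0424 from edgeR). In DKO against reporter CD4+ cells its log2 fold change was -0.47 (95% confidence interval -1.40 to 0.46, adjusted p = 0.516 from edgeR), and it was 7.26-fold higher in DKO CD4+ than in RKO NKp46+ cells (adjusted p = 0.0163 from edgeR). All cells were sorted on GFP from the Rorc(gt) locus, and the paper found cells with high GFP in DKO but not in RKO small intestine. Sorted GFP level, gate and genotype thus cannot be told apart between DKO CD4+ and RKO NKp46+ cells.

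Lingo4, the next gene downstream on the same strand, from 94398517 to 94404501, was at 3.45 ± 1.08 CPM in RKO NKp46+, 63.4 ± 4.43 CPM in reporter NKp46+, 113 ± 12.0 CPM in reporter CD4+ and 101 ± 3.82 CPM in DKO CD4+ cells. Lingo4 fell by 4.19 on the log2 scale in RKO against reporter NKp46+ cells (adjusted p = 0.00525 from edgeR). Rora, which encodes the related receptor RORα, was at 841 ± 313 CPM in RKO NKp46+, 1528 ± 405 CPM in reporter NKp46+, 2624 ± 382 CPM in reporter CD4+ and 1581 ± 508 CPM in DKO CD4+ cells. Gene-level counts do not separate exons or junctions, and where the GFP allele is spliced cannot be read from them. The Rorc calls rest on all libraries of the fit: with any one library other than the RKO NKp46+ ones left out, edgeR no longer called it in either comparison with RKO NKp46+ cells. With only the groups compared its adjusted p from edgeR was 0.232 against reporter NKp46+ and 0.119 against DKO CD4+ cells, and without robust dispersion it was 0.0501 against reporter NKp46+ cells. Over 18 alternatives, the lowest from DESeq2, the adjusted p ran from 2.25e-11 to 0.355 against reporter NKp46+ cells, where 9 passed, and from 4.13e-12 to 0.138 against DKO CD4+ cells, where 10 passed. Its log2 fold change was -3.54 in RKO against reporter NKp46+ and 3.57 in DKO CD4+ against RKO NKp46+ cells without RKO NKp46+ replicate 2, and -2.34 and 2.40 without replicate 1.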

We confirmed absence of exon 1γt to 3 junction transcripts, while residual transcriptional activity of exon 5 to 6 junction could be detected in intestinal ILCs from both RKO and DKO mice (Extended Data fig. 8a and b), along with expression of a protein stained by commonly used anti-RORγ(t) antibodies (Extended Data fig. 8c). We also confirmed that *Rorc* exons 1 and 2 (encoding RORγ) were not transcribed in ILCs from DKO mice (Extended Data fig. 8a). Despite these surprising findings, thymic disruption of T cell development typically associated to RORγt deficiency^12,47,48^ was observed in RKO, and could not be rescued in DKO mice (Extended Data fig. 8d), indicating that the hypomorphic RORγt protein is not functional either in RKO or in DKO mice.

To rule out that LN formation observed in DKO mice was due to residual function of this truncated protein, we validated our findings by using alternative models of RORγt deficiency (Fig. 8a). To this aim, we crossed *Rorc(gt)^Δex4^* mice, which carry a conventional deletion in exon 4 of the *Rorc* locus, leading to disruption of the DNA-binding domain (DBD) of RORγt (Fig. 8a) to *Tbx21^-/-^* mice. Moreover, we took advantage of *Rorc(gt)^fl/fl^* mice, in which *Rorc* exons 3 to 6 are floxed, and cre recombination leads to deletion not only of the DBD but also of the hinge and ligand-binding domain (LBD) regions of RORγt (Fig. 8a). *Rorc(gt)^fl/fl^* mice were crossed to *Tbx21^fl/fl^* and *II7r^cre/wt^* mouse lines enabling conditional deletion of T-bet as well as RORγt exon 3-6 in IL-7R^+^ lymphocytes, including ILC progenitors. Importantly, both additional models of concomitant RORγt and T-bet deletion phenocopied *Rorc(gt)^GFP/GFP^ × Tbx21^-/-^* mice, resulting in presence of LN (Fig. 8b,c), which were absent in the RORγt single KO counterparts (*Rorc(gt)^Δex4^* and *II7r^cre/wt^ × Rorc(gt)^fl/fl^* mice) (Figure 8B and C). Thymic T cell development was impaired in both additional models (Extended Data fig. 8d) further corroborating the absence of functional RORγt protein. In support of this, no protein staining could be detected in *Il7r*cre/wt x *Rorc(gt)^fl/fl^ × Tbx21^fl/fl^* mice using the same anti-RORγt antibody (Extended Data fig. 8e). PLZF^hi^ ILCP were enriched in mLN of both additional mouse strains lacking RORγt and T-bet (Fig. 8d,e), reminiscent of our observations in DKO versus reporter mice. Thereby, our data indicate that, in the absence of T-bet, LN development and accumulation of PLZF^hi^ ILCP with LTi signatures occurs in the absence of RORγt TSS ATG, DBD, hinge and LBD regions, demonstrating that acquisition of LTi functions, but not full ILC3 maturation or thymic T cell development, can happen independently of RORγt.

Finally, to assess whether other transcription factors could promote acquisition of LTi signatures and LN development in the absence of RORγt and Tbet, we analysed the role of RORα, which cooperatively regulates Th17 genes together with RORγt^49–51^. *RORa* was highly expressed in ILCP from all mouse strains (Figure S8F) and its additional deletion, as shown by crossing *Il7r^cre/wt^* × *Rorc(gt)^fl/fl^* × *Tbx21^fl/fl^* mice with *Rora^fl/fl^* mice, resulted in complete lack of LN (Figure 8F), as well as of intestinal PLZF^hi^ ILCP (Fig. 8g).

Altogether, our data unravel a complex interplay between T-bet, RORγt and RORα in regulating fetal ILCP differentiation, with dramatic impact on LN development during embryonic life.

## Discussion

ILCs are among the first lymphocytes to appear during ontogeny to seed organs and tissues. While adult intestinal ILCs have been investigated also at a single cell level^23,52^, our scRNA-seq analysis of LinLD^-^CD127^+^ and/or CD122^+^ cells from fetal intestine enabled us identifying the entire spectrum of mature ILCs, including ILC3, ILC2 as well as a consistent pool of ILC1 residing at this site, and characterizing their global transcriptional signatures. Besides mature ILC subsets, the embryonic intestine also holds a range of hematopoietic progenitors, with signatures compatible with the ones observed in CLP and ILCP derived from FL or adult BM. By using Arg1 reporter mice, Locksley and colleagues have previously described a population of Arg1^+^ ILCP in fetal intestine^53^. As the ILCP cluster emerged in our scRNA-seq data set is highly enriched in Arg1 transcripts, these progenitors might largely overlap. CLP and ILCP populations have also been recently described in peripheral LN anlagen at E13.5 and E14.5^54^, suggesting that FL CLP and ILCP might seed these sites and differentiate *in situ* during embryonic development.

Remarkably, we detected certain heterogeneity within the transcriptome of embryonic E18.5 intestinal ILC3, which does not follow the canonical separation between LTi_0_ and LTi_4_, as CD4 expression does not resolve clustering of different fetal ILC3 subsets. Most strikingly, we observed the appearance of an unappreciated T-bet^+^ ILC3 subset before birth. It was previously shown that NKp46^+^T-bet^+^ ILC3 emerge postnatally with colonization of the intestine by microbiota^14^. While our data confirm the prenatal absence of ILC3 expressing NKp46 protein, our T-bet analyses evidently demonstrate that ILC3 expression of T-bet transcripts and protein starts already as early as E14.5 during embryonic development. Interestingly, we additionally found a T-bet^+^RORγt^+^CD4^+^ population displaying some phenotypic similarities with classical LTi cells, which is virtually absent in the adult intestine. Together with the observed asynchronous expression of CCR6 and CD4 on fetal ILC3 populations, these data indicate that the embryonic intestine already holds remarkable ILC3 heterogeneity, but showcases a different spectrum of ILC3 subsets as compared to adult intestine, possibly suggesting diverse waves of ILC3 differentiation. Contrary to the prevailing view, our data indicate that acquisition of T-bet and generation of plastic transcriptional states by loss of RORγt or T-bet can occur already prenatally and might result from cellular interactions or local cytokine milieus in the developing tissue.

With the intention to delineate the role of T-bet in ILC3 lineage specification during embryogenesis, we observed that lack of T-bet restored development of peripheral LN, typically absent in RORγt-deficient mice. This phenotype could be observed in three independent mouse models, in which the *Rorc* locus was differentially disrupted. Notably, in *Rorc(gt)^GFP/GFP^ × Tbx21^-/-^* and to a lower frequency in *Rorc(gt)^GFP/GFP^* mice (the latter being the most commonly used model of RORγt deletion for immunological studies in the last fifteen years), we observed the presence of intestinal ILCs displaying residual low to high expression of GFP as well as of a protein reacting with commercially available antibodies, whose specific epitope however has not been characterized. Although the significance and function of this protein remains to be determined, in our study we could exclude that it plays a role in LN restoration, as the same phenotype could also be observed in *II7r^cre/wt^* x *Rorc(gt)^fl/fl^* × *Tbx21^fl/fl^* mice. In these mice, all functionally relevant regions for RORγt activity, namely the DBD, hinge and LBD, are deleted in *Il7r*^+^ cells and no residual protein could be detected. Notably, LN formation in all double knockout strains was not associated with the appearance of ILC3, but rather with the accumulation of an ILCP population expressing PLZF. Numbers of PLZF^hi^ PD1^hi^ ILCP were increased in DKO as compared to reporter mice, in which ILCP might continuously differentiate towards the mature ILC lineages. Accumulation of PLZF^hi^ ILCP in the absence of RORγt and T-bet was not linked to increased proliferation, but might possibly be sustained by the anti-apoptotic molecule Bcl2, whose transcript expression was significantly elevated in ILCP from DKO mice.

By using *Zbtb16^GFPcre^* FM mice, It was previously shown that PLZF transiently marks a FL and BM ILCP, which has lost LTi potential, while mature ILCs are largely negative for PLZF^33^. Our data confirm high enrichment of *Zbtb16* transcripts also in ILCP from embryonic intestine and mLN anlage^55^, but demonstrate that *Zbtb16* expression is also present at a lower level in fetal ILCs especially within ILC3/LTi cells, in line with a recent report by McKenzie et al.^56^. Notably, PLZF^hi^ ILCP in DKO mice are enriched in cells expressing important LTi molecules, such as *CXCR5*, RANKL and Ltα_1_β_2_. Expression of these molecules was previously described on FL and BM-derived PLZF^hi^ ILCP and seems therefore to be induced at an early stage of ILCP differentiation^1,57^, possibly when transient expression of mixed lineage-specific transcriptional patterns occurs^56,57^. These data suggest that RORγt is important to drive full differentiation of the ILCP towards the ILC3 lineage, but seems redundant for the acquisition of central LTi molecules and related functions, such as LN development. However, LTi functions of these progenitors only manifest in the absence of T-bet and do not emerge in RORγt single deficient mice, where ILCP preferentially differentiate towards ILC1 (and ILC2). These data indicate that a major role for RORγt is to counteract T-bet^-^driven differentiation of fetal ILCP towards ILC1 (and NKp46^+^ ILC3), highlighting that the balance between these two transcription factors regulates not only ILC3-ILC1 lineage fate postnatally, but also prenatally. Our data imply that other TFs compensate for RORγt and promote expression of LTi molecules. Indeed, we could show that additional deletion of RORα, a ROR-family TF which cooperatively regulates Th17 genes together with RORγt^49–51^, abolished LN development as well as accumulation of PLZF^hi^ ILCP. Accordingly, the study by Withers and colleagues^58^ (in-press NI 2021) reports a role for RORα in supporting postnatal intestinal ILC3 functions, specifically IL-22 expression, in mice lacking RORγt and T-bet and observes a similar role for RORγt in counteracting T-bet^-^driven differentiation of mature ILC3.

Our observations unveil a new role for T-bet in embryogenesis and demonstrate that a strict balance of RORγt and T-bet in differentiating ILCP governs the ILC3-ILC1 equilibrium, while RORα sustains PLZF^hi^ ILCP accumulation and functions before and after birth.

## Methods

### Mice

*Tbx21-ZsGreen* mice 59, *Rorc(gt)^GFP/wt^* ^13^, *Rorc(gt)^Δex4^* ^12^, *Tbx21^-/-^* ^60^ and Rag2^-/-^^61^ were used in this study. *Rorc(gt)^cre^* ^62^ and *Tbx21^cre^* ^63^ mice were crossed to *R26R^eYFP^* and used for *Rorc(gt)*- or *Tbx21*-fate mapping studies. *Rorc(gt)^cre^* was carried only by female breeders to prevent germline YFP expression. To obtain mice with specific deletion of *Rorc* and/or *Tbx21* and *Rora* in *II7r*-expressing cells, *Rorc^fl/fl^* ^64^ and/or *Tbx21^fl/fl^*(purchased from Jackson, stock ID 022741) and *RORa^fl/fl^* ^65^ were crossed to *II7r^cre^* ^66^ mice in cooperation with David Withers, Birmingham. *Rag2^-/-^ll2rg^-/-^* mice were crossed to express the CD45.1 in our facility. Timed pregnancies were accomplished by mating in the evening; evidenced copulation was checked in the morning and females then considered E0.5. All mice were bred under specific pathogen-free conditions in the animal facility of the Federal Institute for Risk Assessment (Berlin, Germany) and the Research Institute for Experimental Medicine (FEM) of the Charité (Berlin, Germany). Animal handling and experiments were conducted according to the German animal protection laws and approved by the responsible governmental authority (Landesamt für Gesundheit und Soziales).

### Tissue dissociation

Single cell suspensions from intestinal lamina propria of adult animals were obtained as described before^67^. In short, intestines were isolated and PPs were removed. Tissue was cleaned, longitudinally opened and chopped into pieces of 2 cm, followed by two rounds à 15 min at 37°C of epithelial cell dissociation using Hank’s balanced salt solution without calcium and magnesium (HBSS-/-, Gibco) supplemented with 2% FCS, 10 mM HEPES buffer pH 7,5 (Sigma), 1 mM DTT (ThermoFisher) and 5 mM EDTA (Sigma). After washing with HBSS-/-, tissues were digested using a lamina propria dissociation kit (Miltenyi) according to the manufacturer’s instructions. Lymphocytes were further enriched on a 40%/80% Percoll (GE Healthcare) gradient.

Small intestines from fetal mice were isolated from embryos under a dissecting microscope. Surrounding mesenteric tissue was removed under further magnification and cut open longitudinally. Tissue was incubated for 30 min at 37°C under agitation in HBSS containing calcium and magnesium (HBSS^+^/^+^), 2% FCS, 10 mM HEPES, 0.2 U/mL Liberase DL (Sigma) and 50 μg/mL DNasel (Sigma). Leftover tissue was dissociated using a 22G needle and cell suspension was passed through a 70 μm strainer and washed in PBS/BSA. E14.5 and E16.5 time points were pooled samples; E18.5 intestines were treated separately.

Fetal liver was isolated under a dissecting microscope and a single cell suspension was generated by vigorously pipetting using a 1000 μL pipette. Cell suspension was filtered through a 70 μm strainer, washed in PBS/BSA followed by erythrocyte lysis.

Embryonic lymph node anlagen from the mesenteric region were dissected under a microscope or isolated from adult animals and passed through a 70 μm strainer.

### Flow cytometry

Cells were stained using the following antibodies: APC-Vio770 anti-mouse CD19 (Miltenyi, REA749, 1:50), APC-Fire780 anti-mouse F4/80 (BioLegend, BM8, 1:100), APC-Fire780 anti-mouse Gr-1 (BioLegend, RB6-8C5, 1:200), APC-Cy7 anti-mouse FcεRIα (BioLegend, MAR-1, 1:100), BV510 (BioLegend, 1:200) or BUV396 (BD, 1:200) anti-mouse CD45 (30-F11), APC anti-mouse CD45.1 (Miltenyi, A20, 1:10), VioGreen anti-mouse CD45.2 (Miltenyi, 104-2, 1:10), PerCP-eF710 anti-mouse γδTCR (ThermoFisher, GL-3, 1:100), A700 (BioLegend, 1:100) or PerCP-Cy5.5 (BioLegend, 1:100) anti-mouse βTCR (H57-597), PerCP-Vio700 anti-mouse CD3 (Miltenyi, REA641, 1:30), BV605, PE-Dazzle594 or PE (all BioLegend 1:50) anti-mouse NKp46 (29A1.4), BV650 (1:200), BV711 (1:100), PE-Cy7 (1:400), BV785 (1:100) or AlexaFlour647 (1:400) anti-mouse CD4 (all BioLegend, RM4-5), BV650 or BV711 anti-mouse CD8 (all BioLegend, 53-6.72, 1:200), BV785 anti-mouse CD127 (BioLegend, A7R34, 1:100), PE-Vio770 anti-mouse CD122 (Miltenyi, REA1015, 1:50), PE anti-mouse CCR6 (BioLegend, 29-2L17, 1:300), PE-Vio615 anti-mouse CXCR5 (Miltenyi, REA215, 1:10), PerCP-eF710 anti-mouse CXCR6 (ThermoFisher, DANId2, 1:200), Alexa700 anti-mouse CD90 (in-house production, T24, 1:600), BV421 anti-mouse α_4_β_7_ (BD, DATK32, 1:150), PE-Cy7 (1:300) or BV605 (1:200) anti-mouse KLRG1 (BioLegend, 2F1/KLRG1), BUV661 (BD, 1:100) or BV785 (BioLegend, 1:200) anti-mouse NK1.1 (PK136), PE-Vio770 anti-human/rat/mouse ICOS (Miltenyi, REA192, 1:10), BUV563 anti-mouse CD38 (BD, 90/CD38, 1:100), BV711 anti-mouse IgD (BioLegend, 11-26c.2a, 1:100), PerCP-eF710 anti-mouse GL7 (ThermoFisher, GL7, 1:100), PE anti-mouse Fas (BD, Jo2, 1:400), BV510 (1:100) or BV711 (1:200) or PE-Cy7 (1:200) anti-mouse PD1 (all BioLegend, 29F.1A12). For staining with PE anti-mouse RANKL (BioLegend, IK22/5, 1:50) and LTα_1_β_2_-hFab^68^ (1:100) and anti-hIgG APC (Miltenyi, IS11-12E4.23.20, 1:50) cells were incubated for 1 h at 37°C in complete RPMI medium containing 10% FCS. To minimize non-specific binding of antibodies, cells were blocked with anti-mouse CD16/32 (in-house production, 2.4G2, 1:100) and dead cells were excluded by staining with Fixable Viability Dye (LD) (eBioscience, 1:5000) prior to staining. For intranuclear staining, cells were fixed with transcription factor staining buffer set (BD Bioscience) according to the manufacturer’s instructions. For fixation of fate-map YFP signal, cells were fixed 20 min at 25°C in 2% para-formaldehyde (EMS) and stained in BD Bioscience perm buffer with PE-Vio615 (1:10) or FITC (1:10) anti mouse/human GATA3 (Miltenyi, REA174), AlexaFluor647 anti-mouse T-bet (BioLegend, 4B10, 1:500), PE (1:800) or BV650 (1:200) or BV421 (1:150) anti-mouse RORγt (BD, Q31-378), eFluor450 Eomes (ThermoFisher, Dan11mag, 1:200), AlexaFluor647 anti-mouse/human PLZF (BD, R17-809, 1:800), APC antimouse Bcl-6 (Miltenyi, REA373, 1:50), A700 anti-mouse Ki67 (BioLegend, 16A8, 1:100). Unless otherwise stated all antibodies were purchased at Miltenyi, Themofisher, Biolegend UK or BD Biosciences.

For the assessment of IL-22 and IL17A-producing cells, single-cell suspensions obtained from small intestinal lamina propria were stimulated in 10% FCS IMDM and 10 ng/mL of PMA (Sigma-Aldrich) and 500 ng/mL ionomycin (Sigma-Aldrich) in the presence of GolgiPlug containing brefeldin A (BD Biosciences) for 4 h at 37°C. Following washing, cells were surface labelled with above listed antibodies and fixed in 1x InsideFix (Inside Stain Kit Miltenyi Biotec) for 20 min at 25°C. Intracellular staining using APC anti-mouse IL-22 (ThermoFisher, IL22JOP, 1:100) and BV711 anti-mouse IL-17A (BioLegend, TCC11-18H10.1, 1:100) was performed in InsidePerm (inside Stain Kit Miltenyi Biotec) for 30 min at 25°C.

Flow cytometry was performed using a LSR Fortessa and BD FACSymphony flow cytometer (BD Biosciences). Data were further analysed with FlowJo Software v10 (Flow Jo). All flow cytometry analysis was performed according to the Guidelines for the use of flow cytometry and cell sorting in immunological studies^69^.

### *in vitro* cell culture

Single-cell suspensions from E14.5 fetal liver were enriched for CD45^+^ cells using magnetic activated cell sorting, followed by staining with fluorochrome-conjugated antibodies and sorted on BD FACSAria II (BD Bioscience) as live Lin-CD45^+^Flt3^-^CD127^+^α_4_β_7_^+^PD1^-^ cells. Sorted lymphocytes were subsequently resuspended in IMDM (Gibco BRL Life Technologies) supplemented with 10% FCS, 100 U/mL penicillin, 0.1 mg/mL streptomycin, 50 μM β-mercaptoethanol (Gibco BRL Life Technologies) and each 20 ng/mL recombinant mouse IL-7 and SCF. Cells were plated onto 70% confluent OP9 stromal cells in round bottom 96-well plates and medium was renewed every three days by replacing half of the media. Cells were analysed by flow cytometry after 5-8 days of culture.

### Adoptive transfer

For adoptive transfer experiments, *Rag2^-/-^II2rg^-/-^* CD45.1 recipient mice (Thy1.2/1.2) were sub-lethally irradiated with 5 Gy and endogenous, irradiation-resistant ILC3 populations were furthermore depleted by i.p. administration of 250 μg anti-mouse Thy1.2 (30H12, in-house production) every third day. E14.5 FL lymphoid progenitors were FACS-sorted on an Ariall (BD Biosciences) instrument using the following sorting strategy LinLD^-^ CD45^+^CD127^+^. CD45.2^+^ donor cells (Thy1.1/1.1 congenic) were injected i.v. Mice were kept under antibiotic treatment in the first two weeks and analysed 4 weeks after transfer.

### Lymph node enumeration

Percentages of mice with LN were calculated for each LN type using the total number of mice with the respective LN found in a given strain relative to the maximal number of mice with LNs of that type found in *Rorc(gt)^GFP/wt^* or *Il7r^cre^* control mice.

### Immunofluorescence staining

Lymph nodes were fixed for 4 h in 4% paraformaldehyde and dehydrated via a sucrose gradient for 24 h, embedded in O.C.T. compound and frozen in 2-Methylbutane within ethanol rinsed dry ice bath. Frozen lymph nodes were cryotome-cut into 7 μm sections and placed on microscope slides in pairs. After thawing and PBS-rehydration of slides, primary staining was carried out after 20 min blocking with 10% goat serum in PBS/BSA-0.1%Tween20 (P-B-T). DAPI, anti-igD-AF594, PNA-bio and rat-anti-mouse-CD35 were incubated for 1 h in P-B-T. Secondary staining was performed after washing in P-B-T by 30 min incubation with SA-A555 and anti-rat-IgG-A647 in P-B-T. Samples were finally washed in PBS and covered with mounting medium and cover slip and before image acquisition was performed on Zeiss LSM 880 confocal microscope.

### Quantitative real-time PCR

mRNA was isolated from small intestinal intraepithelial cells by using NucleoSpin® RNA (Macherey-Nagel) and following the manufacturer’s protocol. RNA integrity was assessed on a BioAnalyzer (Agilent) and RNA samples with a RIN score ≥ 7 were further transcribed into first strand cDNA by using Reverse Transcription Reagents (Applied Biosystems). qPCR reactions were assayed in triplicates per sample by using a StepOne Plus real-time PCR system and TaqMan Gene expression assays (all Thermofisher): *Reg3g* (Mm00441127_m1), *Reg3g* (Mm00440616_g1), *Rorc1-3* (Mm03682796_m1), *Rorc5-6* (Mm01261021_g1), Gapdh (Mm99999915_g1), *Hprt* (Mm03024075_m1) and *Actb* (Mm02619580_g1). mRNA content was normalized relative to the mean expression of the arithmetic means of Gapdh, *Hprt* and *Actb* CT values by applying the comparative C_T_ method (2 ^-ΔCT^) in which ΔC_T (gene of interest)_ = C_T (gene of interest)_ - C_T (arithmethic mean of housekeeping reference value)_.

### RNA sequencing and data analysis

RNA of cells was extracted using RNeasy Plus Micro Kit (Qiagen) from sorted small intestinal lamina propria cells using the following markers LinLD^-^ CD45^+^CD3-RORγt-GFP^+^ expressing either NKp46 or CD4. RNA quality was assessed by an Agilent 2100 Bioanalyzer. SMART-SeqII (ultra-low input RNA) libraries were prepared using Nextera XT DNA sample preparation kit (Illumina). Sequencing was performed on an Illumina HiSeq4000 platform, PE100. For heatmaps, normalized RNA-seq data z-score transformed were plotted using ggplot2 R package. RNA-seq datasets analysed are publicly available in Gene Expression Omnibus repository with the accession number GSE161439.

### 10x Genomics Chromium single-cell RNA-sequencing

Fetal small intestinal lymphocytes were isolated as described above and sorted as LinLD^-^CD45^+^CD122^+^ and/or CD127^+^. A total of 7 embryos from one pregnant *Rorc(gt)^GFP/wt^* female, 18 embryos from two pregnant *Rorc(gt)^GFP/GFP^* females and 19 embryos from three pregnant *Rorc(gt)^GFP/wt^ × Tbx21^-/-^* females were used. Samples were furthermore labelled with antibody-derived tags against specific extra-cellular targets and genotypes hash-tagged with TotalSeq™-A antibodies (BioLegend) following the manufacturer’s protocol. A total of 8000 cells were loaded in the Chromium™ Controller for partitioning single cells into nanoliter-scale Gel Bead-In-Emulsions (GEMs). Single Cell 3’ reagent kit v3.1 was used for reverse transcription, cDNA amplification and library construction of gene expression libraries (10x Genomics) according to the manufacturer’s instructions. TotalSeq™-A libraries were prepared following the protocol for 10x Single Cell 3’ Reagent Kit v3.1 provided by BioLegend, including primer sequences and reagent specifications. Concentrations of all libraries were quantified using a QubitTM 2.0 Fluorometer (ThermoFisher) and quality was tested on a 2100 Bioanalyzer with High Sensitivity DNA kit (Agilent). Sequencing was performed using the NextSeq500/550 HighOutput Kit v2.5 (150 cycles) on a NextSeq500 sequencer (Illumina). scRNA-seq datasets analysed are publicly available in Gene Expression Omnibus repository with the accession number GSE161441.

### scRNA-seq data processing

Demultiplexing and alignment to the mm10 reference transcriptome was performed with Cell Ranger v3.0.2^70^. Antibody- and hashtag-barcodes were counted with CITE-seq-Count^71^ and normalized by centred log ratio transformation with Seurat v3.0.2^72^, which was also used for further data processing. Genotypes were assigned based on normalized hashtag counts. Cells were filtered by number of transcripts, genes, percent mitochondrial genes and for cells present within transcriptome, antibody and hashtag libraries. Normalized expression values were generated with scran v1.16.0^73^, followed by scaling and principal component (PC) analysis. PC loadings and explained variance were visualized to determine PCs used for dimensionality reduction by uniform manifold approximation (UMAP)^74^ and Seurat clustering. Wilcoxon test was applied for differential gene expression analysis of genes expressed by ≥10% of cells in a cluster and with a log fold change of ≥0.25. Lineage structures on UMAPs were analysed with Slingshot v 1.4.0^75^, giving the starting (CLP) and end populations (ILC1/2/3) as input. Partition-based graph abstraction (PAGA) using the Fruchterman & Reingold algorithm was performed within Scanpy v1.4.6 ^76^ after import of preprocessed Seurat objects into Python with anndata2ri^77^. scRNA-seq data analysis was performed with R v4.0.0 and Python v3.7.6.

### Statistical analysis

No statistical method was used to pre-determine sample sizes and no randomization was performed. Data collection and analysis were not performed blind to the conditions of the experiments. Kruskal-Wallis test with Dunn’s multiple comparison correction was employed for statistical analysis of datasets comparing three groups. Two-tailed Mann-Whitney test was performed for statistical analysis of datasets where two groups were compared. Statistical analyses were performed with Prism 5.04 (GraphPad Software) using a confidence level of 0.95, and P values >0.05 were considered not significant, P ≤ 0.05 were considered as *, P ≤ 0.01 were considered as **, P ≤ 0.001 were considered as ***, P ≤ 0.0001 were considered as ****

## Extended Data

**Extended Data Fig. 1:**
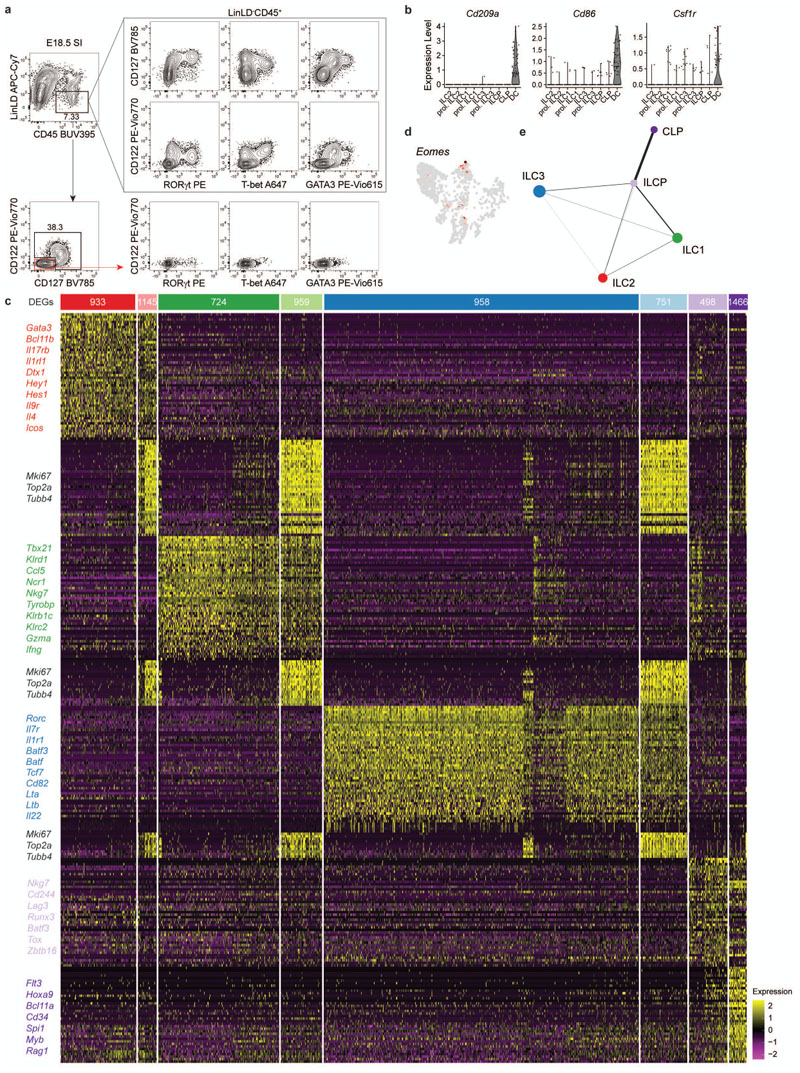
Single-cell sequencing of E18.5 intestinal cells identifies ILC progenitors and mature subsets. **a**, Flow cytometric representative plots showing expression of transcription factors on CD127^+^ and/or CD122^+^ on LinLD^-^CD45^+^ cells of the E18.5 small intestine (SI). **(b)** Violin plots of selected dendritic cell (DC)-associated markers. **(c)** Heatmap displaying the top 50 differentially expressed genes (DEGs) within each cluster. Cluster gene examples are given. **(d)** UMAP-projected expression of Eomes transcripts. **(e)** Trajectory analysis using Partition-based Graph Abstraction (PAGA) lineage interference method.

**Extended Data Fig. 2:**
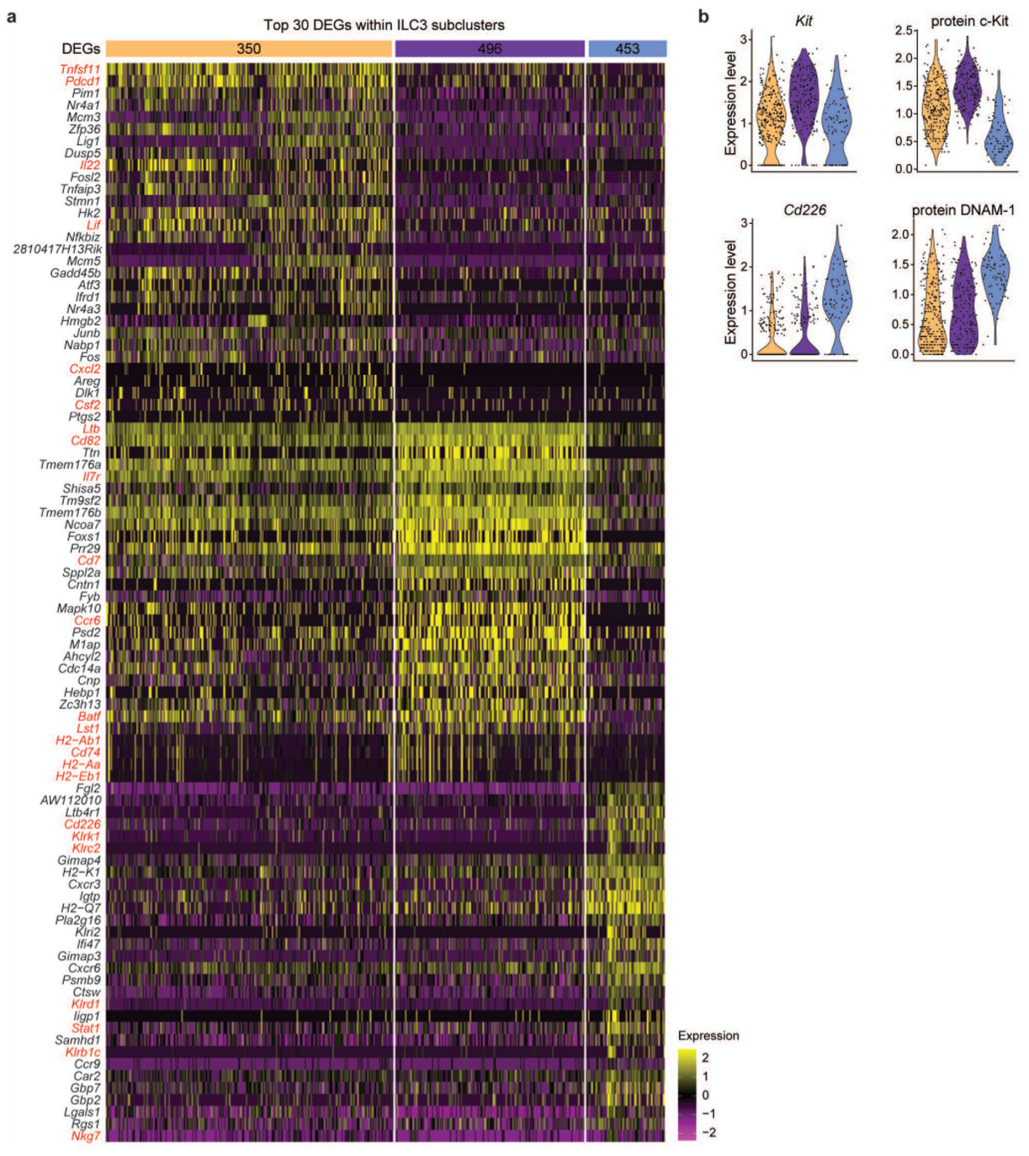
Gene expression of specified ILC3 subsets defined by scRNA-seq. **a**, Heatmap displaying the top 30 differentially expressed genes (DEGs) and **(b)** expression levels of selected genes and corresponding proteins as assessed by CITE-seq within ILC3 subclusters.

**Extended Data Fig. 3:**
Gene expression of specified ILC3 subsets defined by scRNA-seq. **a**, Heatmap displaying the top 30 differentially expressed genes (DEGs) and **(b)** expression levels of selected genes and corresponding proteins as assessed by CITE-seq within ILC3 subclusters.

**Extended Data Fig. 4:**
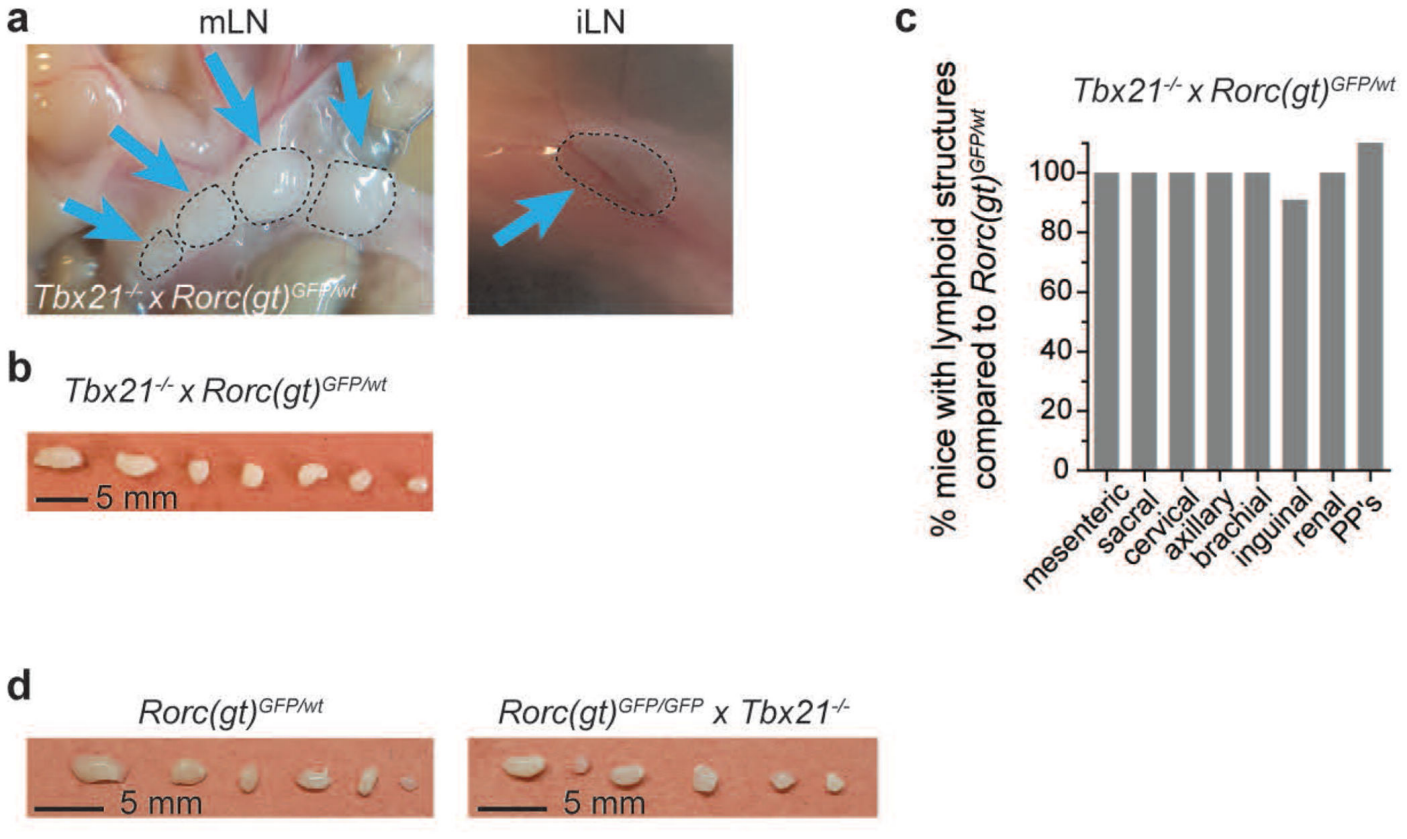
T-bet^-^deficient mice have normal LN development. **a**, *In vivo* photos of mesenteric or inguinal lymph nodes (mLN, iLN) of adult *Tbx21^-/-^ × Rorc(gt)^GFP/GFP^* mice or after isolation **(b)**. **(c)** Quantification (n=12) of frequencies of mice with lymphoid structures compared to control mouse strain in adult animals. PP’s, Peyer’s patches; nd, not detected. Data are representative of 2 independent experiments. **(d)** Photos of isolated mLN in indicated mouse strains. Data are representative of 2 independent experiments.

**Extended Data Fig. 5:**
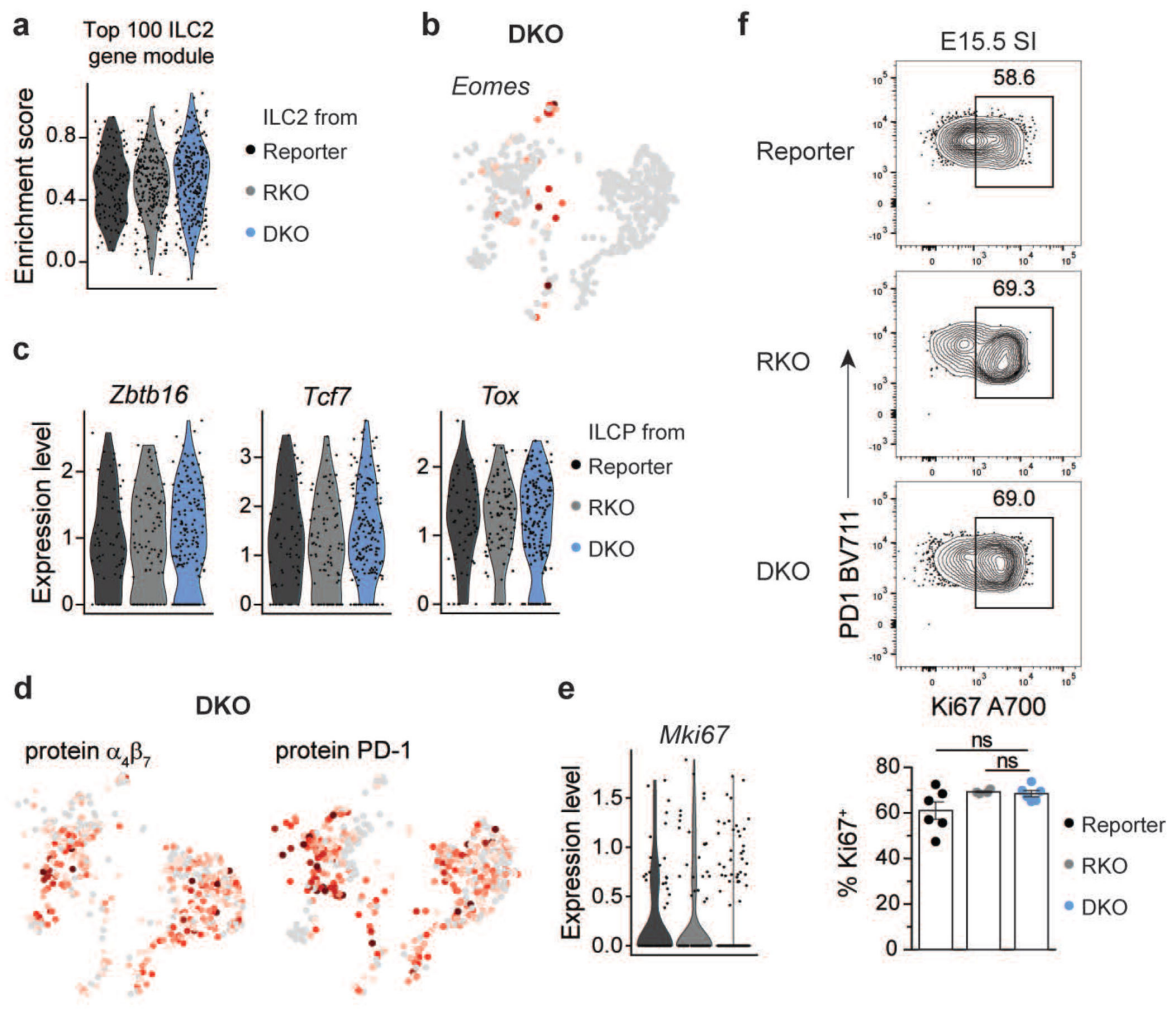
Comparative gene expression of ILCP from reporter, RKO and DKO mice. **a**, Violin plots for enrichment score of gene modules of top 100 differentially expressed genes from reporter ILC2 within ILC2 cluster in indicated mouse strains. Statistical significance was calculated using two-sided Wilcoxon test with Bonferroni correction, all ns. **(b)** *Eomes* expression in DKO mice projected on UMAP. **(c)** Expression of selected ILCP-associated genes in cells from ILCP cluster in indicated mouse strains. **(d)** Expression of selected proteins on UMAP projection analysed by CITE-Seq. **(e)** Violin plot for *Mki67* transcripts among ILCP in all mouse strains, legend see in **(c)**. **(f)** Representative flow cytometry of Ki67 expression in LinLD^-^ CD45^+^CD127^+^ROR□t^-^PD1^hi^PLZF^hi^ cells from E15.5 SI (reporter n=6, RKO n=4, DKO n=6 from 2 independent experiments). Quantification as mean ± SEM with Kruskal-Wallis significance and Dunn’s correction. Detailed statistics are available in source data.

**Extended Data Fig. 6:**
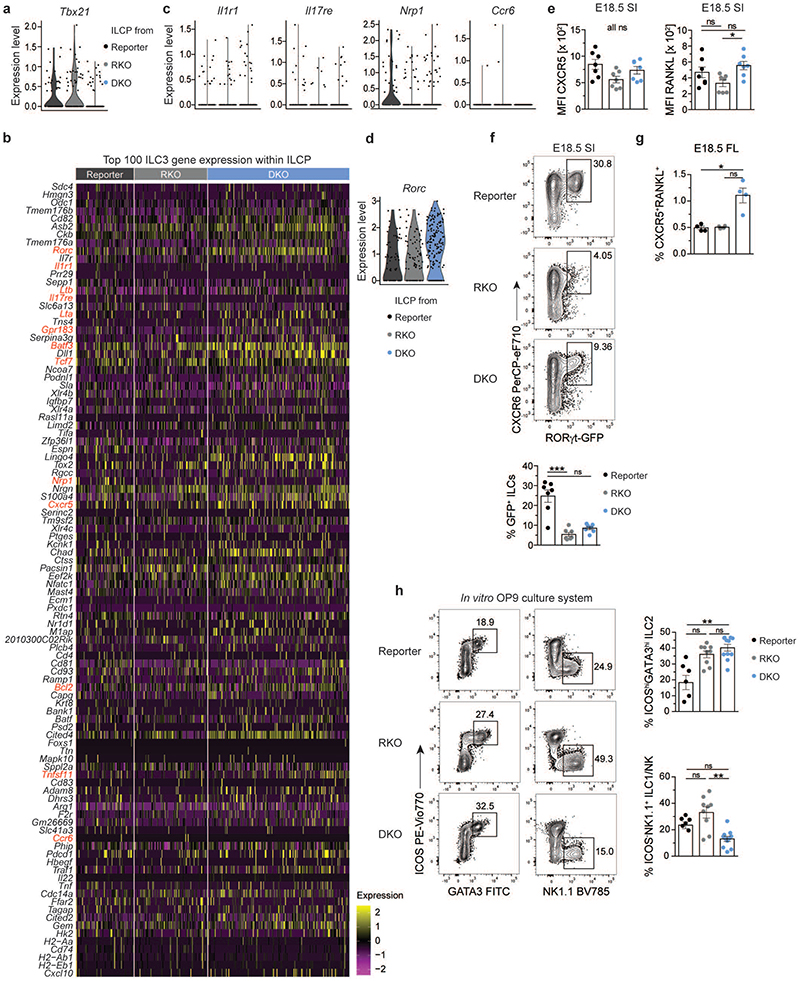
Gene and protein expression patterns in ILCP of reporter, RKO and DKO mouse strains. **a**, Expression levels of *Tbx21* within ILCP of all strains. **(b)** Gene expression profiles of the top 100 genes differentially expressed in ILC3 of reporter mice within cells from ILCP cluster in the different mouse strains. **(c)** Violin plots depicting expression of selected transcripts in ILCP of the three mouse strains, legend see in (A). **(d)** Violin plot depicting *Rorc* expression within ILCP of indicated mouse strains. **(e)** Geometric mean fluorescence intensity of *CXCR5* and RANKL within LinLD^-^CD45^+^CD127^+^ and/or CD122^+^ cells isolated from E18.5 SI (n=7 from 2 independent experiments) depicted as mean ± SEM and Kruskal-Wallis significance with Dunn’s correction. Data from two independent experiments. **(f)** Representative flow cytometry from E18.5 SI of LinLD^-^CD45^+^ CD127^+^ and/or CD122^+^ cells and quantification as mean ± SEM of GFP^+^ cells (n=7 from 2 independent experiments) with Kruskal-Wallis significance and Dunn’s correction. **(g)** Frequencies of *CXCR5*^+^RANKL^+^ cells among LinLD^-^CD45^+^CD127^+^ and/or CD122^+^ cells in fetal liver (FL) of E18.5 embryos (n=4 from 2 independent experiments) with Kruskal-Wallis significance and Dunn’s correction. ^(h)^ *in vitro* differentiation of E14.5 fetal liver-derived ILC progenitors on OP9 stromal cells for 5-8 days in the presence of SCF and IL-7 and analysis by flow cytometry. Quantification of LinLD^-^CD45^+^ICOShiGATA3hi ILC2 and LinLD^-^CD45^+^ICOS-NK1.1^+^ group 1 ILCs cells in the different mouse strains shown as mean ± SEM. Data are representative of 2-3 independent experiments (reporter n=5 from 2 independent experiments, RKO n=9 and DKO n=11 from 3 independent experiments). Kruskal-Wallis significance and Dunn’s correction. Detailed statistics are available in source data.

**Extended Data Fig. 7:**
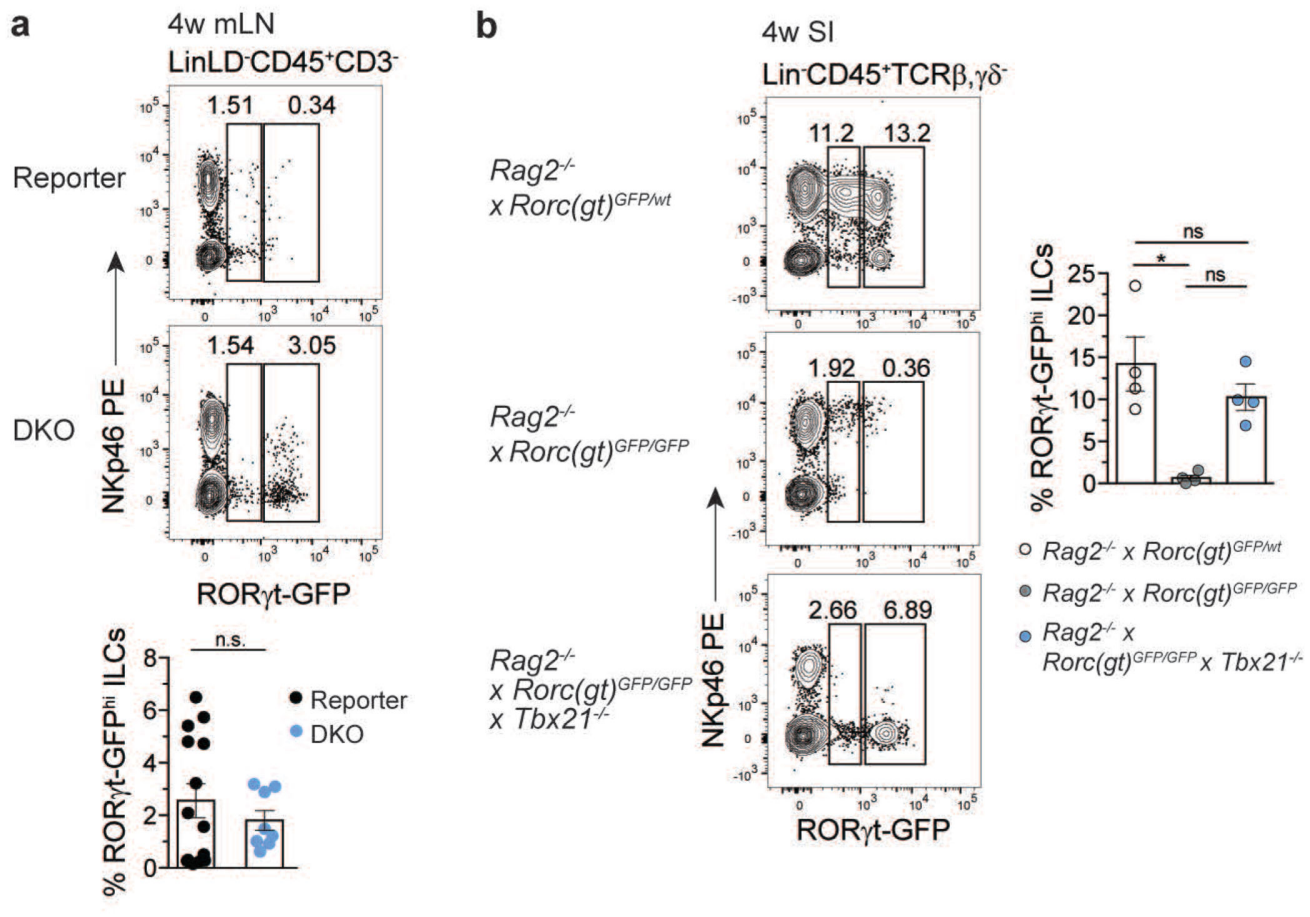
GFP^+^ ILCs persist in double knockout mouse models and develop independently from RAG proteins. **a**, Flow cytometry representative plots of mLN from 4-week-old mice of indicated mouse strains. Quantification of frequencies from two independent experiments depicted as mean ± SEM (reporter n=14, DKO n=8 from 4 independent experiments). Kruskal-Wallis testing with Dunn’s multiple comparison correction. **(b)** Representative flow cytometry of cells from SI isolated from 4-week-old mice. Quantification of frequencies from 2 independent experiments as mean ± SEM, Kruskal-Wallis testing with Dunn’s multiple correction, n=4. *P* values are provided in source data. Detailed statistics are available in source data.

**Extended Data Fig. 8:**
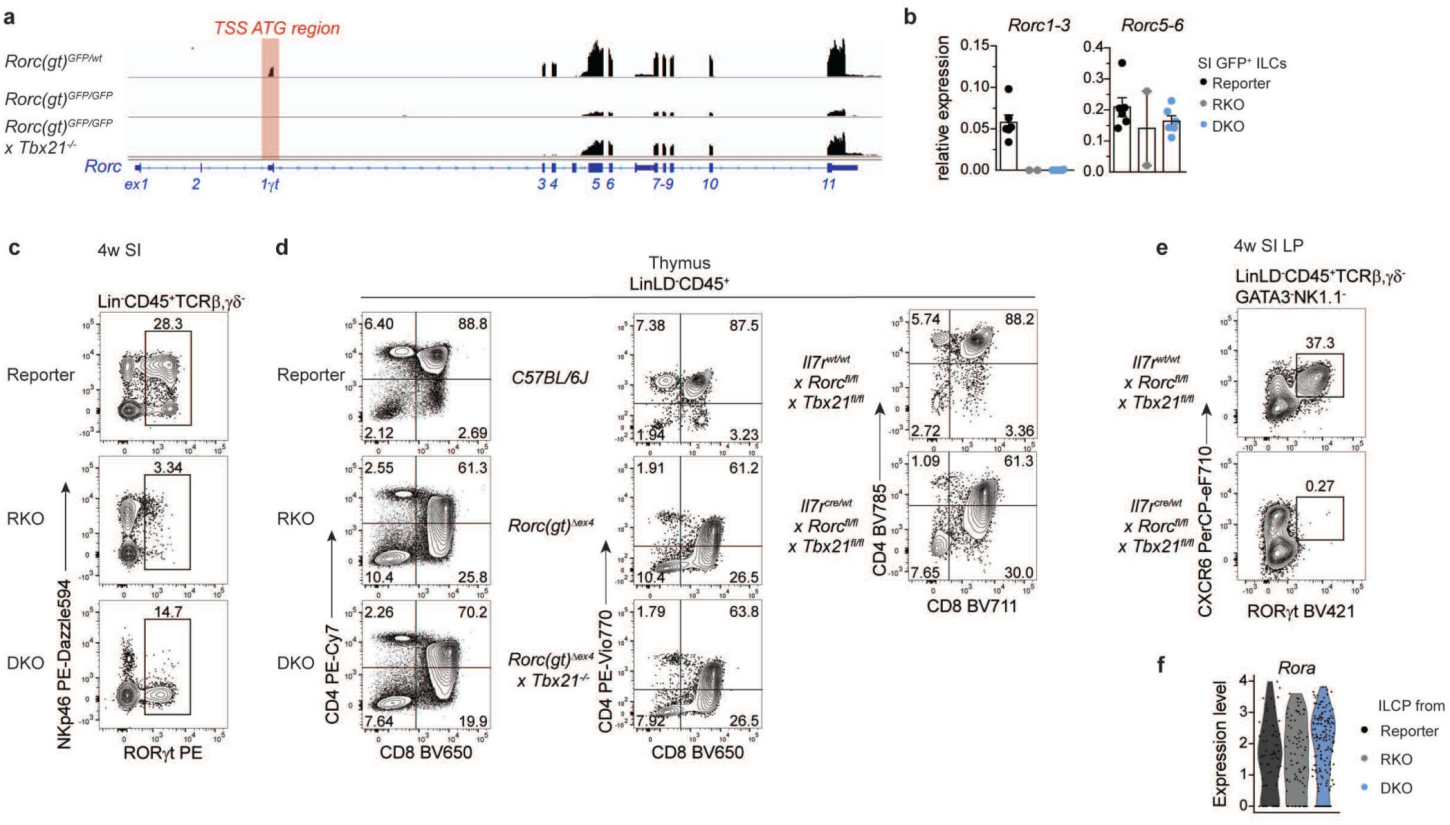
Thymic CD4^+^CD8^+^ compartments are not restored in RORγt/T-bet double-deficient mice. **a**, Mapping of reads detected by bulk RNA-seq to the mm10 mouse *Rorc* locus in indicated mouse strains. Red box designates localization of transcriptional start site (TSS) ATG of exon 1**γ**t. **(b)** Expression of *Rorc* exon1-3 and *Rorc* exon5-6 junctions in small intestinal LinLD^-^ CD45^+^CD3-GFP^+^ ILCs of 4-week-old mice determined by quantitative PCR. Values are normalized to housekeeping gene *Gapdh*. Each symbol represents an individual mouse. Data show mean ± SEM, reporter and DKO n=6, RKO n=2 examined over 2 independent experiments. **(c,d,e)** Representative flow cytometry plots of indicated populations and compartments isolated from 4-week-old mice. **(f)** Violin plot of *Rora* expression within ILCP of designated mouse strains from E18.5 scRNA-seq dataset. Detailed statistics are available in source data.

## Figures and Tables

**Fig. 1:**
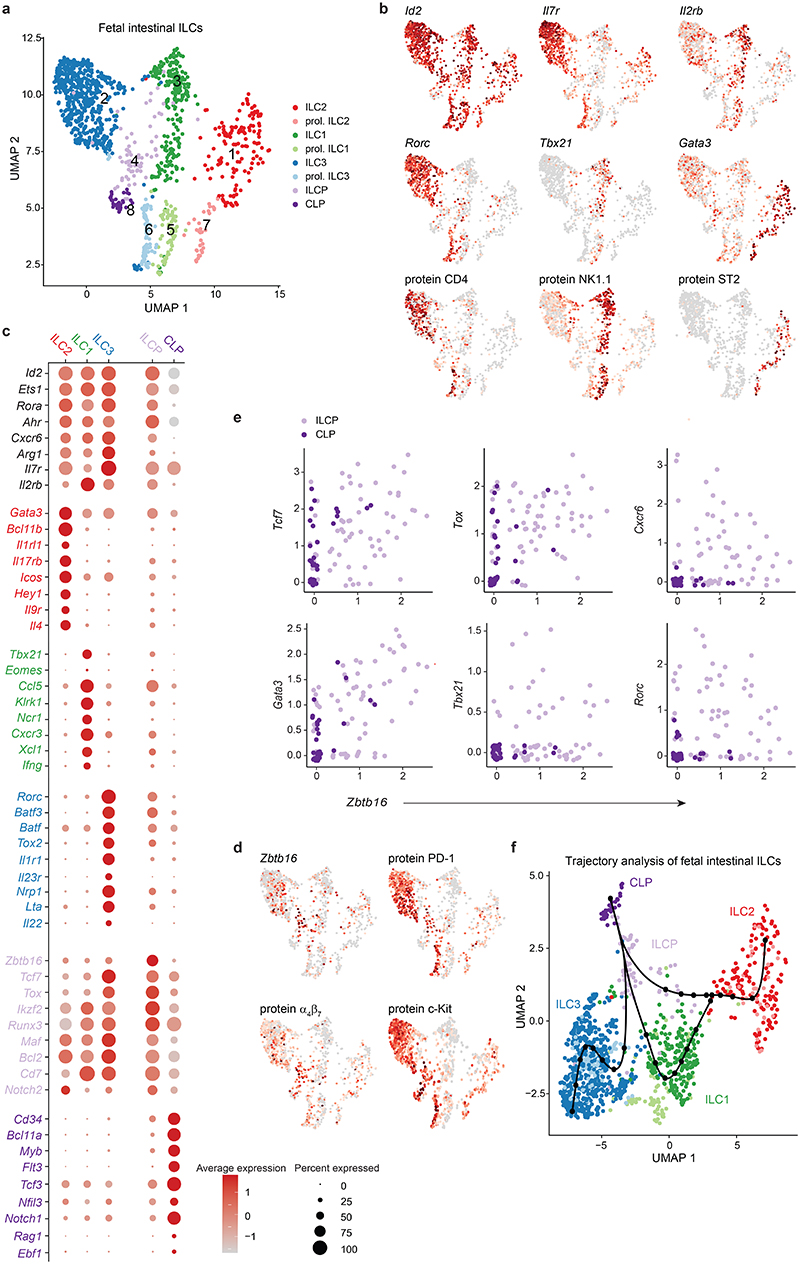
Single-cell sequencing of fetal intestinal cells reveals a spectrum of mature ILC subsets and progenitors. Viable Lin(CD19, CD3, CD5, F4/80, FcɛRIα, Gr-1)^-^ CD45^+^ cells expressing IL-7 receptor (CD127) and/or the IL-2 receptor subunit beta (CD122) isolated from the small intestine (SI) of E18.5 *Rorc(gt)^GFP/wt^* embryos were sort-purified by flow cytometry, and a single-cell expression library was generated using 10x Genomics. **a**, Uniform Manifold Approximation and Projection (UMAP) identifies eight distinct clusters. **(b)** Gene expression and Cellular Indexing of Transcriptomes and Epitopes by Sequencing (CITE-seq) protein expression UMAP plots. **(c)** Selected gene expression within clusters. Colour scale represents average expression, dot size visualizes fraction of cells within the cluster expressing the gene. **(d)** Selected gene expression and CITE-seq protein expression UMAP plots. **(e)** *Zbtb16* co-expression plots of selected genes within CLP and ILCP cluster. **(f)** Trajectory analysis using Slingshot. Inferred trajectories are represented as lines starting within the CLP cluster. Dots represent knots.

**Fig. 2:**
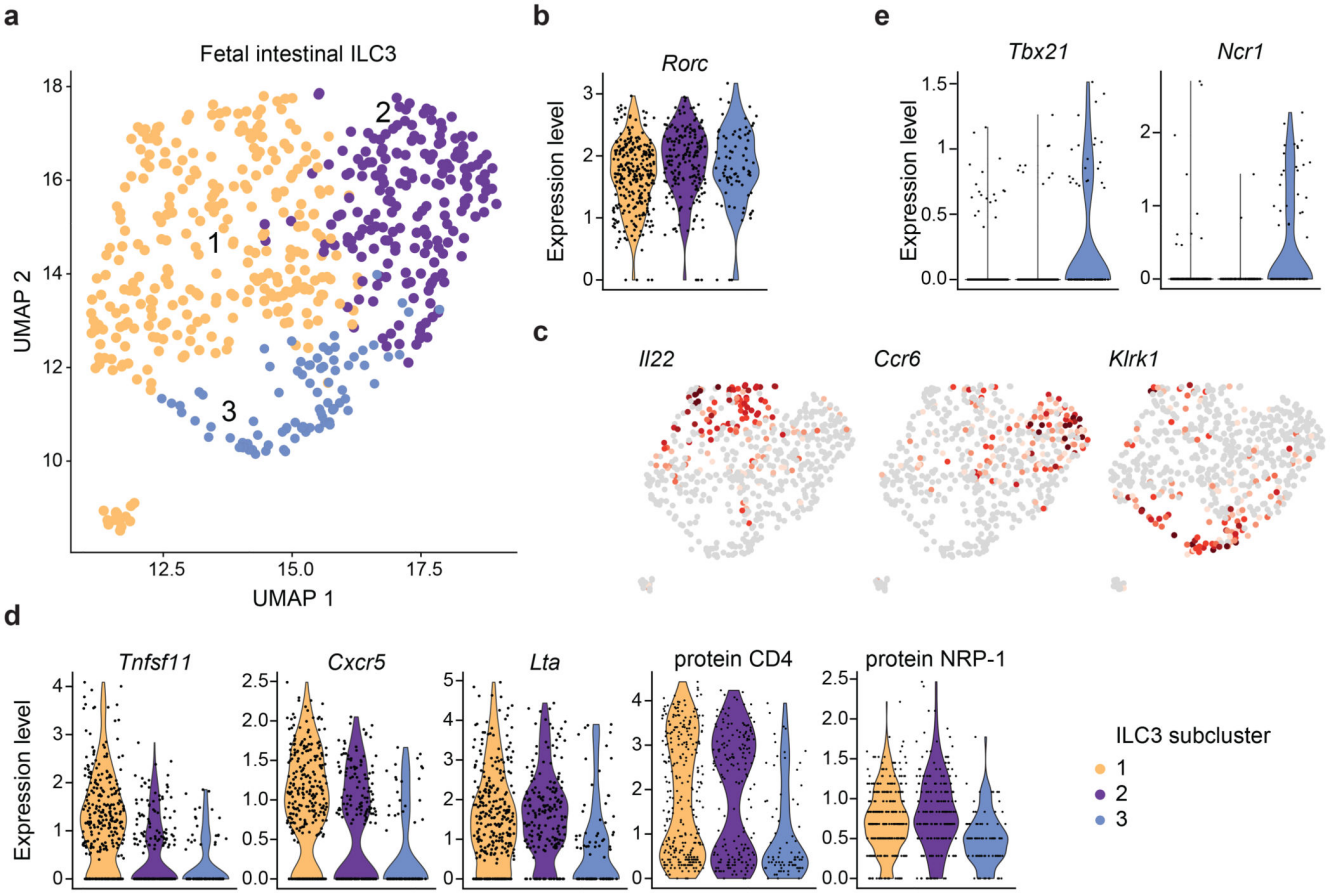
Transcriptomic profiling on single-cell level discloses heterogeneity within the embryonic ILC3 supercluster. **a,** UMAP dimensional reduction projection reveals three separate subclusters within the ILC3 cluster. **(b)** Violin plot of *Rorc* expression within ILC3 subclusters. **(c)** Selected gene expression UMAP plots. **(d)** Violin plots of expressed transcripts or proteins within ILC3 subclusters. **(e)** Violin plots of *Tbx21* and *Ncr1* within ILC3 subclusters.

**Fig. 3:**
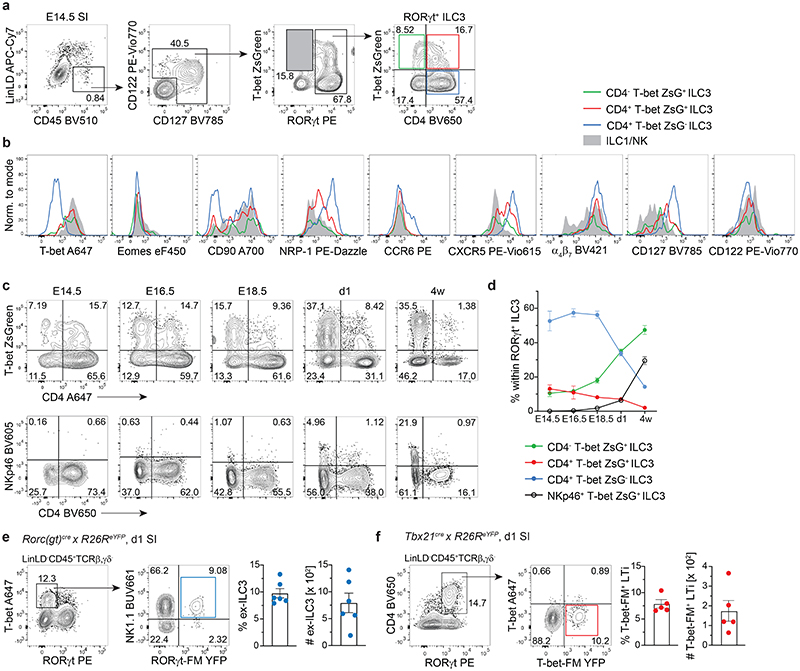
A subset of RORγt^+^T-bet^+^CD4^+^ ILC3 emerges during embryonic development. **(a-d)** Flow cytometric analysis of embryonic T-bet ZsGreen reporter mice. a, Representative gating of E14.5 small intestine (SI) for identification of T-bet^+^RORγt^-^ ILC1 (grey shaded gate) and RORγt^+^ ILC3 subsets based on expression of CD4 and T-bet ZsGreen. **(b)** Representative histograms of marker expression by ILC1/NK or ILC3 subsets from E14.5 SI. **(c)** Representative plots of T-bet ZsGreen or NKp46 and CD4 expression by RORγt^+^ ILC3 isolated from SI at different indicated embryonic and postnatal time-points. **(d)** Quantification of frequency of designated RORγt^+^ ILC3 subsets over time in ontogeny. Graphs depict data as mean ± SEM, E14.5 n=4 (pooled samples) examined over 4 independent experiments, E16.5 n=2 (pooled samples) examined over 2 independent experiments, E18.5 n=10 (individual samples) examined over 3 independent experiments, d1 n=8 (individual samples) examined over 2 independent experiments, 4 w n=7 examined over 2 independent experiments. **(e)** Representative SI gating on T-bet^+^ RORγt-protein^-^ ILC1 and identification of NK1.1^+^RORγt-fate map(FM)^+^ ex-ILC3 in one day old *Rorc(gt)*^cre/wt^ × *R26^eYFP^* newborn mice. Quantification of frequencies and absolute numbers of ex-ILC3 as mean ± SEM, n=6 examined over 2 independent experiments. **(f)** Representative SI gating on RORγt-protein^+^CD4^+^ LTi cells and identification of T-bet^-^protein^-^T-bet^-^FM^+^ ILC3 in one day old *Tbx21^cre/wt^ × R26^eYFP^* newborn mice. Quantification of frequencies and absolute numbers of T-bet-FM^+^ LTi cells as mean ± SEM, n=5 examined over 2 independent experiments. Detailed statistics are available in source data.

**Fig. 4:**
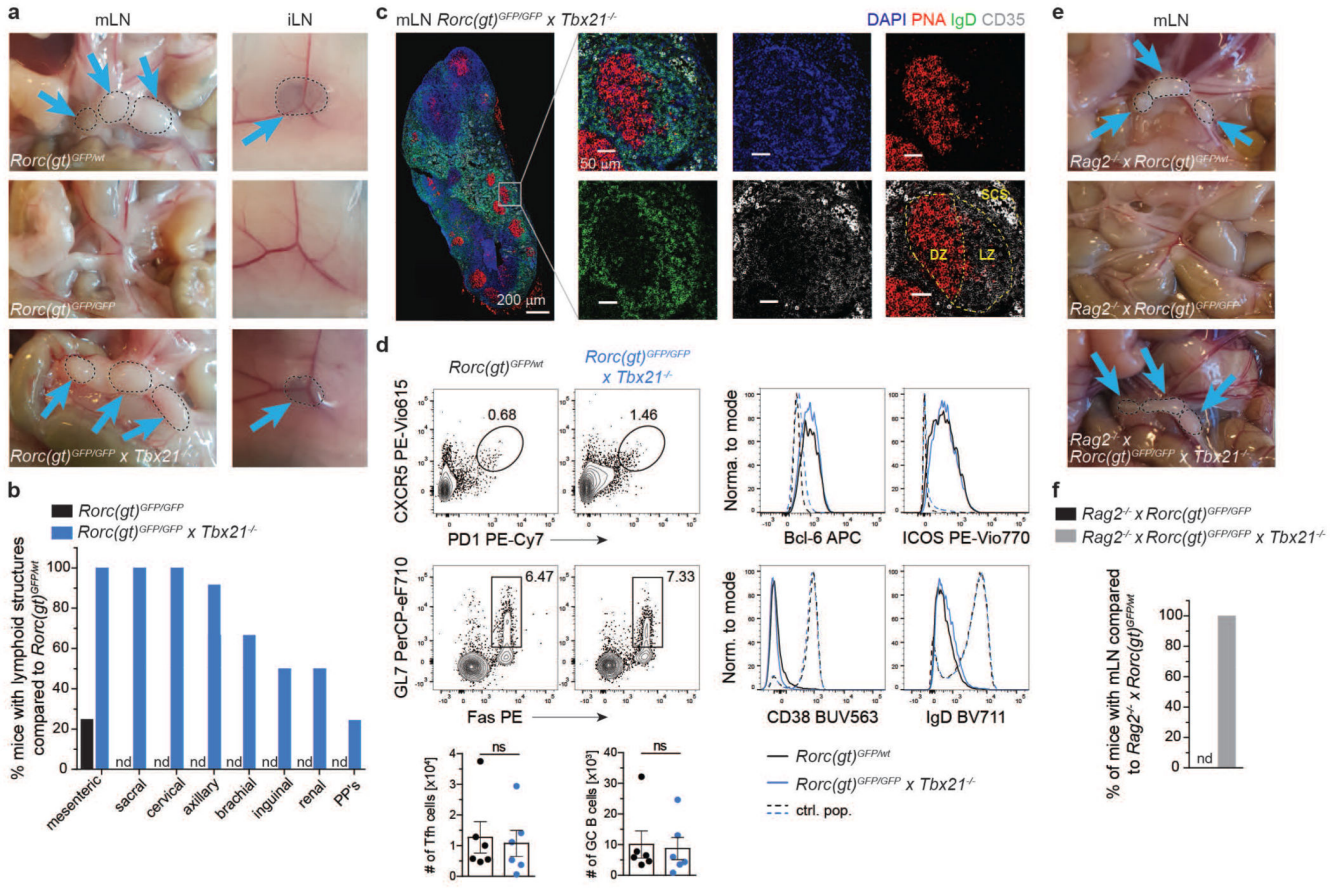
T-bet deficiency rescues formation of LN in RORγt-deficient mice. **a,** Photos of mesenteric or inguinal lymph nodes (mLN, iLN) of adult animals in indicated mouse strains. **(b)** Quantification (n=12) of frequencies of mice with lymphoid structures compared to control mouse strain *Rorc(gt)^GFP/wt^* in adult animals. PP’s, Peyer’s patches; nd, not detected. Data are representative of 2 independent experiments. (c) Immunofluorescence of mLN in *Rorc(gt)^GFP/GFP^* × *Tbx21^-/-^* mice. DZ, dark zone; LZ, light zone; SCS; subcapsular sinus. Data are representative of one experiment. (d) Representative flow cytometric plots of T follicular helper (Tfh) cells (upper row, gated as LD^-^CD45^+^CD3^+^CD4^+^CXCR5^+^PD1^+^) and germinal center (GC) B cells (lower row, gated as LD^-^CD45^+^CD3-B220^+^CD19^+^GL7^+^Fas^+^). Histograms show expression of Bcl-6 and ICOS in Tfh cells, control population consists of non-Tfh CD4^+^ T cells; and CD38 as well as IgD expression in GC B cells, control population consists of non-GC B cells. Black line represents *Rorc(gt)^GFP/wt^* mice, blue line represents *Rorc(gt)^GFP/GFP^ × Tbx21^-/-^* mice. Quantification of Tfh and GC B cells in the different mouse strains. Frequencies are shown as mean ± SEM, data are representative of 2 independent experiments, n=6. Mann-Whitney U test; ns, not significant. **(e)** Photos of mesenteric or inguinal lymph nodes (mLN, iLN) of adult animals in indicated mouse strains. **(f)** Quantification (n=12) of frequencies of mice with lymphoid structures compared to control mouse strain in adult animals; nd, not detected. Detailed statistics are available in source data.

**Fig. 5:**
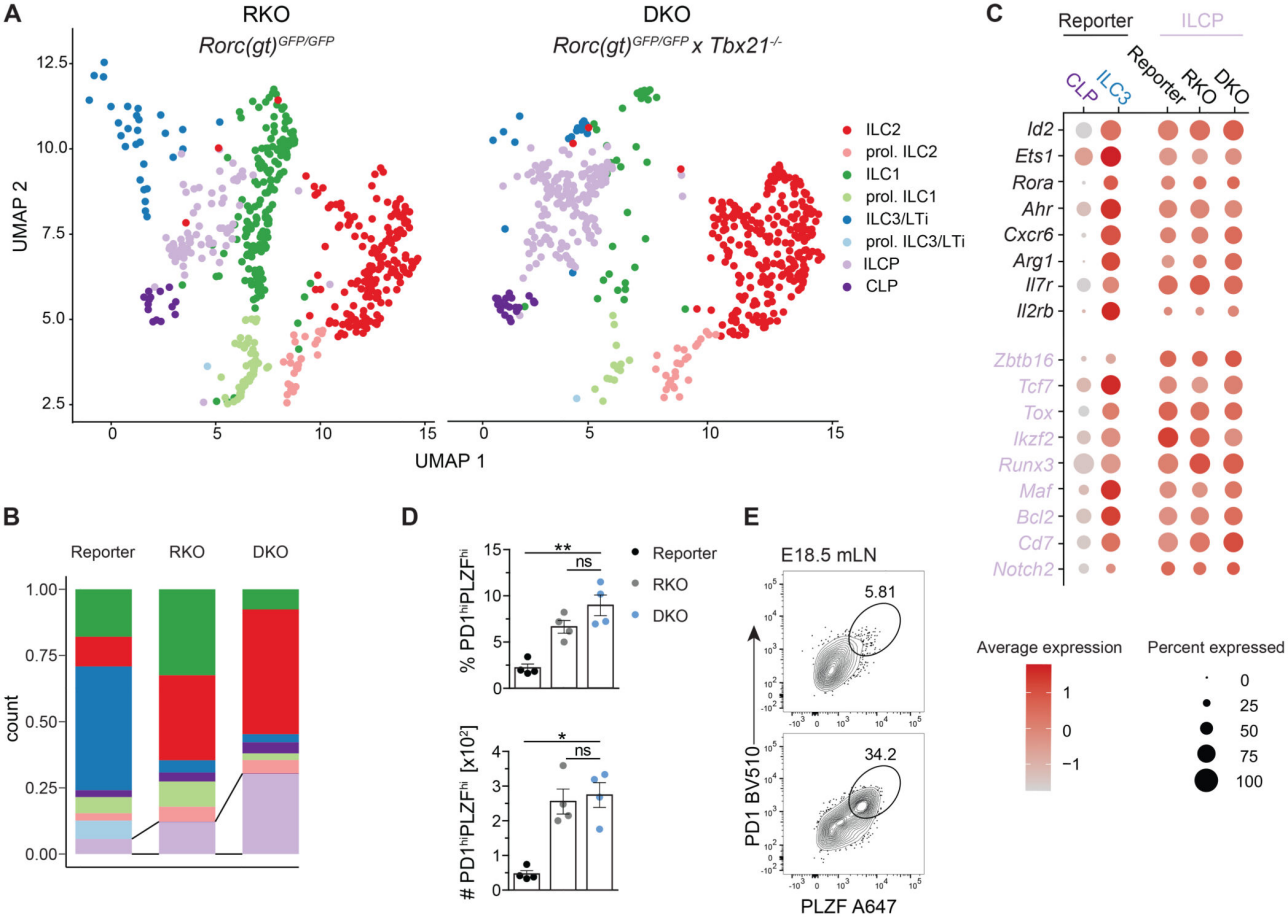
Single-cell sequencing of fetal ILC populations reveals accumulation of ILCP in *Rorc(gt)^GFP/GFP^ × Tbx2^-/-^* mice. Viable Lin(CD19, CD3, CD5, F4/80, FceRIa, Gr-1)^-^ CD45^+^ cells expressing IL-7 receptor (CD127) and/or the IL-2 receptor subunit beta (CD122) isolated from the small intestine (SI) of E18.5 *Rorc(gt)^GFP/GFP^* (RKO) and *Rorc(gt)^GFP/GFP^ × Tbx21^-/-^* (DKO) embryos were sort-purified by flow cytometry, and a single-cell expression library was generated using 10x Genomics. **a**, UMAP dimensional reduction projection identifies eight distinct clusters. **(b)** Quantification of single cells mapping to correspondent clusters (legend see in **(a)** in indicated mouse strains. **(c)** Selected gene expression within clusters and mouse strains. CLP and ILC3 from reporter mice compared to ILCPs of all strains. Color scale represents average expression, dot size visualizes fraction of cells within the cluster expressing the gene. **(d)** Quantification of PD1 ^hi^PLZF^hi^ ILCP among LinLD^-^CD45^+^CD127^+^ and/or CD122^+^ as mean ± SEM with Kruskal-Wallis significance and Dunn’s correction in the respective mouse strains isolated from E18.5 small intestine. Data are representative of 2 independent experiments (n=4). P values are provided in source data. **(e)** Representative flow cytometric plot of pooled E18.5 mLN anlagen gated on LinLD^-^CD45^+^CD127^+^ and/or CD122^+^ cells. Detailed statistics are available in source data.

**Fig. 6:**
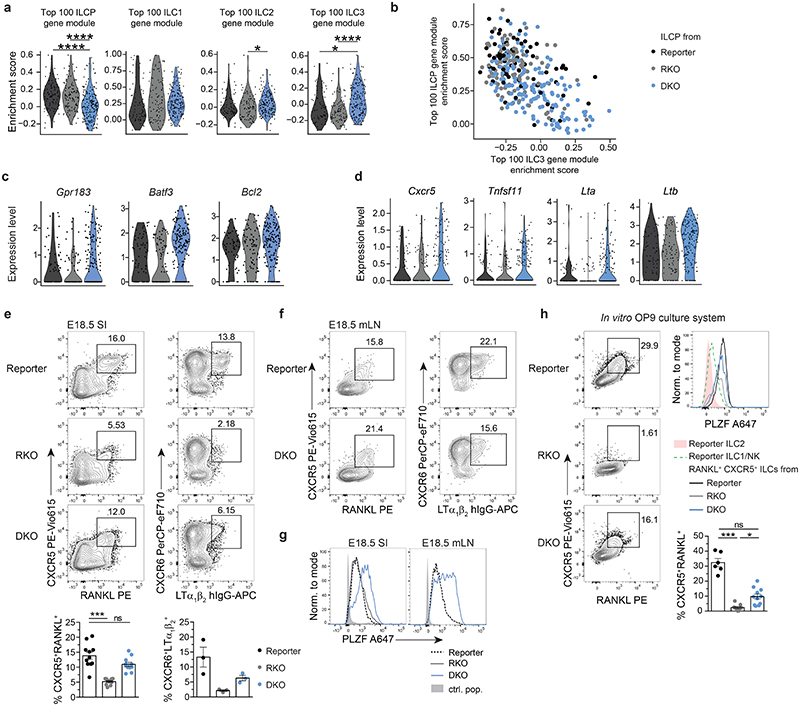
PLZF^hi^ ILCP from DKO mice are enriched in cells with LTi signatures. **a**, Violin plots for enrichment score of gene modules of top 100 differentially expressed genes from ILCP or ILC1, ILC2, ILC3 cluster, defined in reporter mice, in single cells from ILCP cluster in indicated mouse strains. E18.5 scRNA-seq dataset, legend see in **(b)**. Statistical significance was calculated using two-sided Wilcoxon test with Bonferroni correction. **(b)** Co-enrichment plots of ILCP versus ILC3 gene modules within single cells of ILCP cluster in mouse strains. **(c,d)** Expression of selected ILC3-associated genes in single cells of ILCP cluster. See legend in B. **(e)** Flow cytometric analysis from E18.5 SI after gating on LinLD^-^CD45^+^CD127^+^ and/or CD122^+^ cells. Quantification of *CXCR5*^+^RANKL^+^ (n=11, 3 independent experiments) and CXCR6^+^LTα_1_β_2_^+^ (n=3, one experiment) cells in the different mouse strains shown as mean ± SEM, Kruskal-Wallis significance and Dunn’s correction. **(f)** Representative flow cytometric plot of pooled E18.5 mLN anlagen gated on LinLD^-^CD45^+^CD127^+^ and/or CD122^+^ cells. **(g)** Representative flow cytometric histogram of LinLD^-^CD45^+^CD127^+^ and/or CD122^+^CXCR6^+^ cells; control population (ctrl. pop.) defined as CD127^-^CD122^-^ of reporter mice. **(h)** In vitro differentiation of E14.5 fetal liver-derived ILC progenitors on OP9 stromal cells after culture for 5-8 days in the presence of SCF and IL-7 and analysis by flow cytometry. Representative flow cytometry plots of *CXCR5*^+^RANKL^+^ cells among LinLD^-^CD45^+^GATA3^hi-neg^NK1.1^-^ in the different mouse strains. Quantification shown as mean ± SEM, data are representative of 2-3 independent experiments (reporter n=5, 2 independent experiments, RKO n=9 and DKO n=11, 3 independent experiments). Kruskal-Wallis significance and Dunn’s correction. Detailed statistics are available in source data.

**Fig. 7:**
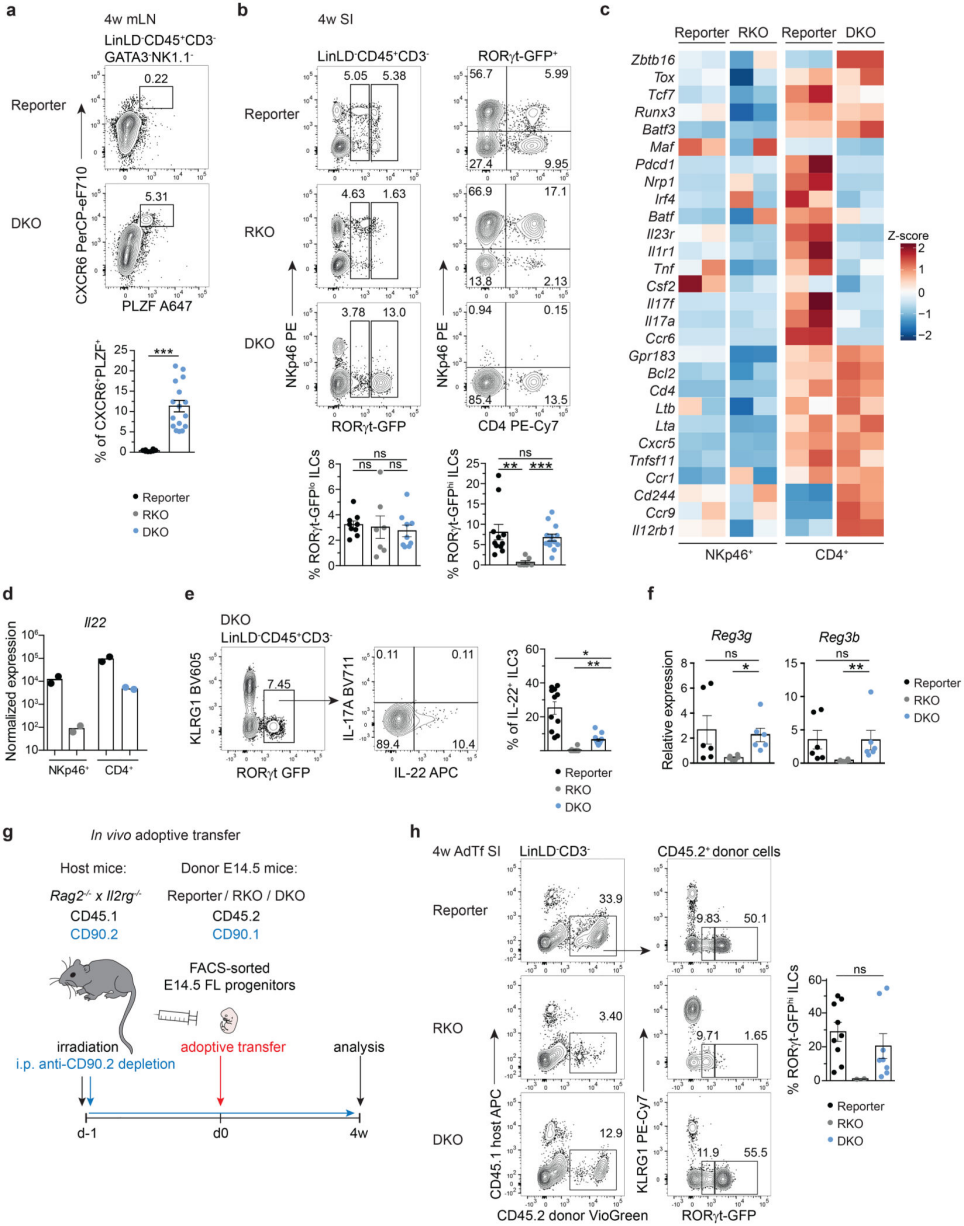
PLZF^hi^ CXCR6^+^ GFP^+^ cells persist in mLN and intestine of adult *Rorc(gt)^GFP/GFP^* × Tbx21^-/-^ mice. **a**, Flow cytometry representative plots of mLN from 4-week-old reporter (*Rorc(gt)^GFP/wt^*) and DKO (*Rorc(gt)^GFP/GFP^ × Tbx21^-/-^*) mice. Quantification of frequencies from 3 independent experiments (reporter n=8, DKO n=16), mean ± SEM and Mann-Whitney-U testing. **(b)** Representative flow cytometry plots of SI from indicated mouse strains at 4 weeks of age. Quantification of RORγt-GFP^lo^ and RORγt-GFP^hi^ populations depicted as mean ± SEM, Kruskal-Wallis testing with Dunn’s multiple correction, reporter n=9, RKO n=7, DKO n=9 from 3 independent experiments. See legend in **(a)**. **(c)** Heatmap of bulk RNA-seq of RORγt-GFP^+^ population sort-purified according to NKp46 or CD4 expression isolated from SI of 4-week-old mice. Selected gene transcripts are shown as Z-score. (d) Normalized expression values of *Il22* transcripts from bulk RNA-seq dataset and **(e)** IL-22 protein expression in SI of DKO mice determined by flow cytometry. Quantification of frequencies from 3 independent experiments (reporter n=11, RKO n=14, DKO n=15), mean ± SEM and Kruskal-Wallis testing with Dunn’s multiple correction. **(f)** Expression of *Reg3g* and *Reg3b* in intestinal epithelial compartment determined by quantitative PCR. Values are normalized to housekeeping genes *Actb*, *Hprt* and *Gapdh*. Each symbol represents an individual mouse. Data show mean ± SEM, Kruskal-Wallis testing with Dunn’s multiple correction, n=6. **(g)** Schematic overview of experimental setup for adoptive transfer experiment. FL, fetal liver. **(h)** Representative flow cytometry in SI of *Rag2^-/-^ × II2rg^-/-^* mice 4 weeks after adoptive transfer and quantification of frequencies of RORγt-GFP^hi^ ILCs as mean ± SEM (reporter n=9, RKO n=2, DKO n=8), Kruskal-Wallis significance with Dunn’s correction. Data are representative of 2 experiments. Detailed statistics are available in source data.

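Of the 28 genes labelled in the heatmap, the mean Z-score over the 2 libraries of a group was highest in DKO CD4+ GFP+ cells for 13, in reporter CD4+ GFP+ cells for 13, in reporter NKp46+ GFP+ cells for 2 and in RKO NKp46+ GFP+ cells for 0. The 13 of DKO CD4+ cells included Zbtb16 (1.46), Ccr9, a gut homing receptor (1.22), and Batf3 (1.22), computed on CPM without a log. On log2 values these were 1.35, 0.80 and 1.03, and 13 of the 28 Z-scores of DKO CD4+ cells moved by more than the spread between replicates. Those of reporter CD4+ cells included Ccr6 (1.62), Il1r1 (1.54) and Nrp1, a receptor of LTi-like ILC3 (1.51). Maf and Csf2 were highest in reporter NKp46+ cells.

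Tested one by one on counts with edgeR, 2 of the 28 were higher in DKO than in reporter CD4+ cells, Ccr9 and Cd244a, and 4 were lower, Ccr6, Il17f, Il23r and Pdcd1. Without RKO NKp46+ replicate 1 these numbers were 4 and 8. The legend calls these transcripts selected and does not say on which data, so their directions are not counted as independent evidence. A Z-score over 8 libraries sets each gene's own range to a common scale, and it does not compare levels between genes.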

**Fig. 8:**
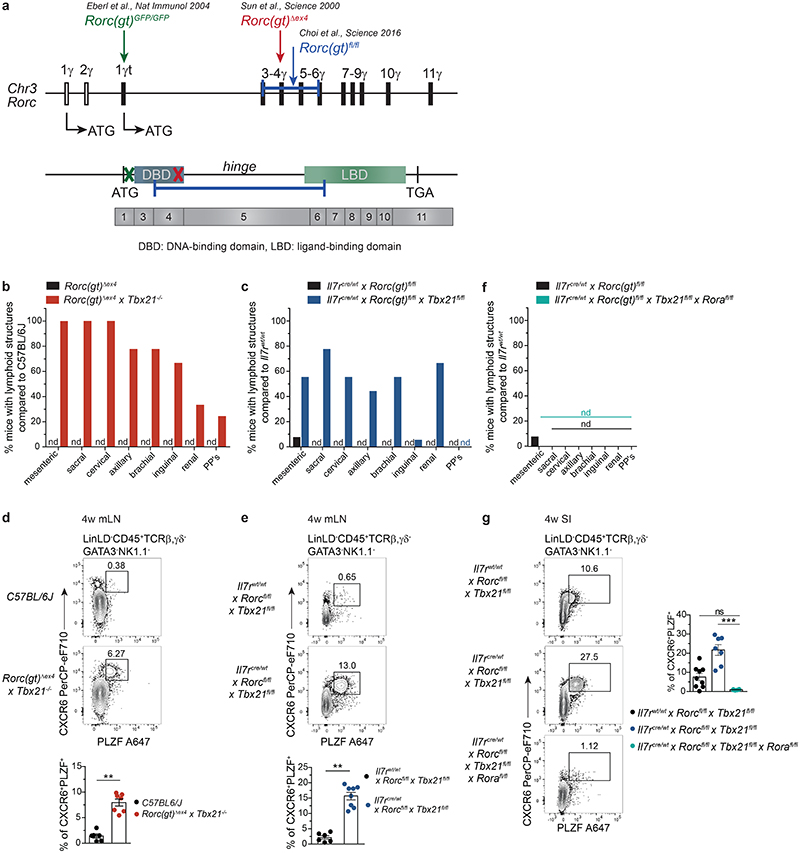
LN formation and accumulation of PLZF^+^ ILCP is independent of DNA- and ligand-binding domains of RORγt and promoted by RORα in the absence of T-bet. **a**, Schematic overview on *Rorc* locus on chromosome 3 (*Chr3*) and genetic targets in designated mouse strains. **(b,c,f)** Quantification (n=12) of frequencies of mice with lymphoid structures compared to control mouse strain in adult animals. PP’s, Peyer’s patches; nd, not detected. **(d,e,g)** Flow cytometry representative plots of mLN **(d,e)** or SI **(g)** from 4-week-old mice of indicated mouse strains. **(d)** Quantification of frequencies from 2 independent experiments as mean ± SEM, C57BL/6J n=6, *Rorc(gt)^Δex4^ × Tbx21^-/-^* n=7, Mann-Whitney-U testing **(e)** Quantification of frequencies from 2 independent experiments as mean ± SEM, *Il7r^wt/wt^ × Rorc^fl/fl^ × Tbx21^fl/fl^* n=6, *Il7r^cre/wt^ × Rorc^fl/fl^ × Tbx21^fl/fl^* n=7, Mann-Whitney-U testing. **(g)** Quantification of frequencies from 2 independent experiments as mean ± SEM, *Il7r^wt/wt^ × Rorc^fl/fl^ × Tbx21^fl/fl^* n=9, *Il7r^cre/wt^ × Rorc^fl/fl^ × Tbx21^fl/fl^* n=7, *Il7r^cre/wt^ × Rorc^fl/fl^ × Tbx21^fl/fl^ × Rora^fl/fl^* n=6, Kruskal-Wallis testing with Dunn’s multiple correction. Detailed statistics are available in source data.

## Data Availability

Raw transcriptome data reported in this paper are deposited and available from the Gene Expression Omnibus under accession code GSE161441 (scRNA-seq) and GSE161439 (bulk RNA-seq). Sequencing data were aligned to the mm10 reference transcriptome. Source data are provided with this paper. All other data supporting the findings of this study are available within the paper or from the corresponding author upon request.

How the deposited data were processed for this re-analysis (not part of the article)

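RNA was sequenced from GFP+ innate lymphoid cells of the small intestinal lamina propria of 4-week-old mice, sorted by NKp46 or CD4, in 8 libraries: 2 each of reporter NKp46+ (replicates 1 and 3), RKO NKp46+ (replicates 1 and 2), reporter CD4+ (1 and 2) and DKO CD4+ cells (1 and 2). The sample labels gave the genotype, gate and replicate number of each library. They do not say whether the libraries of a group came from separate mice or sorts, so p-values measure the spread between these libraries.

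The authors deposited raw counts: whole numbers of reads per gene, not normalized, for 39179 mouse genes in each library. The submitters' processing notes name TopHat2, Bowtie2 and featureCounts with the builds GRCm38 and mm10; versions, strand setting and annotation are not given in the sources used here. The library kit does not mark strand, so reads of overlapping or antisense genes cannot be told apart. The paper's text names normalized data, Z-scores and ggplot2 for this experiment and no test. Gene names and GRCm38 positions were taken from GENCODE M21 by Ensembl identifier, which matched 37607 identifiers; the other 1572 held 0.421% of counts and stayed in the tests under their identifiers. Totals ran from 6172187 to 9918563 counts per library. A count of 0 allows up to 3 counts, and folds against groups without counts are given against that floor per library; reads are not independent molecules, so floors cover counting error only. The counts of each pair of replicates differed by more than sampling noise, which argues only against identical libraries and not that they are independent.

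Counts were normalized with TMM and tested in edgeR 4.0.16 (R 4.3.3) with a quasi-likelihood fit over all 8 libraries with group as the only term, robust dispersion, and the tool's expression filter, which left 13415 genes. Genes were called at a Benjamini-Hochberg adjusted p under 0.05. Standard errors and 95% confidence intervals were derived from the log2 fold change and its quasi-likelihood F statistic. CPM values use the TMM library sizes, and means are given with the SD over 2 libraries. With 2 libraries against 2, an exact permutation test cannot go below p = 0.333, so single genes were tested only through this model. The biological coefficient of variation was 0.476. The comparisons were DKO CD4+ with reporter CD4+, RKO NKp46+ with reporter NKp46+, reporter CD4+ with reporter NKp46+, DKO CD4+ with reporter NKp46+, DKO CD4+ with RKO NKp46+, and the difference of the 2 genotype effects. The steps were tested on simulated counts for DKO CD4+ against reporter CD4+ cells over 13062 genes, 200 of them changed. Of 50 genes changed per fold, edgeR recovered 2% at 2-fold, 38% at 4-fold, 72% at 8-fold and 96% at 16-fold, and 7 of its 111 calls were unchanged genes. So a 2-fold difference in a single gene would mostly be missed at this size. On the same simulated counts, unchanged genes made up 48 of 183 calls by DESeq2. They made up 10 of 101 by edgeR with only the groups compared and 0 of 78 by limma-voom. DESeq2 calls thus held more unchanged genes than the threshold of 0.05 aims for, and its adjusted p-values are to be read with that limit.

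The samples, tests, gene lists, alternatives and the rule for naming genes were fixed before the data were examined. The text names the genes the paper names for this experiment, Rorc, Tbx21, Cd4, Ncr1 and Rora, the 28 genes of the heatmap, the 10 largest rises and 10 largest falls per comparison among genes called with a mean log2 CPM of at least 4 and no overlap between groups (leaving out predicted genes), and up to 4 members per list. Lingo4 entered through the falls of RKO NKp46+ cells; Iltifb was added after its values were seen, as a copy of Il22. The lists, from the paper's text or textbook knowledge, were ILCP-associated, LTi function, ILC3 and type 17, ILC1 and NK, ILC2, MHC class II, trafficking, proliferation, immediate early and dissociation, interferon-stimulated, circadian clock, cholesterol synthesis, AhR targets, and markers of T, B and plasma, myeloid and dendritic, mast, epithelial and stromal cells, and Y-linked genes. Lists were tested with camera (correlation preset at 0.01, and estimated) and fry from limma 3.58.1, adjusted over the 19 lists with at least 2 genes tested. With an estimated correlation, the calls that held were ILC3 and type 17 genes in DKO against reporter CD4+, in RKO against reporter NKp46+ and in reporter CD4+ against NKp46+ cells, and LTi function and ILC3 and type 17 genes in DKO CD4+ against RKO NKp46+ cells. The estimate was negative in each of these cases (-0.0945 to -0.0358), so it added no penalty for correlation. ILC1 and NK genes, with an estimate of 0.598 in the last comparison, lost their call. Several lists, among them LTi function, ILC3 and type 17, and ILCP-associated genes, share genes with the heatmap. Their tests are not independent of the genes the paper showed from these libraries. The lists also kept the gating gene Ncr1 and the targeted genes Tbx21 and Rorc as members.

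Alternatives were no filter, at least 50 counts in 2 libraries, RLE and upper-quartile scaling, TMM without mitochondrial genes, DESeq2 1.42.0, limma-voom, a fit of only the groups compared, a block for the replicate number, a fit without robust dispersion, and leaving out each of the 8 libraries in turn. Sequence-level, single-cell, flow cytometry and qPCR results of the paper were not analysed here.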

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

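The test of the difference of the 2 genotype effects was planned; the tests that weigh explanations for the 3 patterns were chosen after the results were seen.

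RORγt-deficient cells were set against reporter cells in 2 gates, and the 2 changes differed for 108 genes (55 higher and 53 lower in the CD4+ gate, where T-bet was also missing) by edgeR's quasi-likelihood test. The balance turned with the tool, with 413 higher and 812 lower by DESeq2 and 36 and 15 by limma-voom. It also turned with the RKO NKp46+ library left out, towards higher genes without replicate 1 and towards lower genes without replicate 2. Lta, a lymphotoxin subunit, fell by 3.23 on the log2 scale in NKp46+ cells and had a log2 fold change of 0.17 in CD4+ cells, a difference of 3.40 (adjusted p = 0.0330 from edgeR). Ccr9, a gut homing receptor, gave 6.90, and Gpr183, an oxysterol receptor that guides ILC3 to lymphoid follicles, 2.52. Pdcd1 gave -8.23 and Cd4 -4.31; Cd4 is a gating gene. Ccr9 gave 7.76 and Pdcd1 -7.39 without RKO NKp46+ replicate 2. Without RKO NKp46+ replicate 1 the count was 1231 and without replicate 2 it was 2221, while leaving out any other library gave 0 to 2 (1319 to 1849 genes at an unadjusted p under 0.05), and each of these 5 genes was then lost. By limma-voom on all libraries, Lta and Cd4 did not pass the threshold. Gate and loss of T-bet differ together in this comparison.

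Genes that the paper does not discuss rose above the reporter cells of the same gate. In DKO against reporter CD4+ cells these were Cd3g (log2 fold change 7.44), Avil (6.57), the cytotoxic granule gene Nkg7 (6.39), Cd163l1 (5.79), Tcrg-C4 (5.05), the IL-12 receptor subunit Il12rb2 (4.99), Prag1 (4.81), granzyme A (Gzma, 4.70) and Dapk2 (4.43). Of these, Nkg7 (-5.90), Il12rb2 (-5.19) and Avil (-4.55) were lower in reporter CD4+ than in reporter NKp46+ cells. Cd3g (4.44) and Cd163l1 (3.57) were higher in DKO CD4+ than in reporter NKp46+ cells as well. In RKO against reporter NKp46+ cells the genes that rose were the cytokine receptor Il21r (5.32), Ncf1 (4.52), Plac8 (4.33), Gzma (4.09), Adamts14 (3.72), the cholesterol transporter Abca1 (3.21), Gbp3 (3.08), Ifitm2 (2.72) and Ets2 (2.67). Each of these passed edgeR's threshold without RKO NKp46+ replicate 1. With any one CD4+ library left out, edgeR called none of the rises in DKO CD4+ cells (adjusted p up to 0.198, for Nkg7). Without reporter CD4+ replicate 1 Nkg7 gave 7.48, Il12rb2 5.86 and Cd3g 8.11, and without replicate 2 Nkg7 gave 5.80 and Avil 7.52. Gzma gave 3.37 and Ncf1 5.11 without RKO NKp46+ replicate 2, and Ncf1 gave 3.56 without replicate 1. With any one reporter library left out, it called none of those in RKO NKp46+ cells (up to 0.391, for Plac8), nor did it with only the groups compared (0.123 to 0.232). Of these rises, limma-voom did not call Il12rb2 in DKO CD4+ and Abca1 in RKO NKp46+ cells.

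RKO NKp46+ replicate 1 stood apart from replicate 2. A difference in depth is argued against, since the totals differed by a factor of 1.03, and so is loss of RORγt for the 7 stroma and endothelium genes tested, which summed to 250.3 CPM in replicate 2 of the same genotype against 45481 CPM in replicate 1. RNA from stromal and myeloid cells in that library is a candidate explanation: the median log2 ratio of replicate 1 over 2 was 11.34 over these 7 genes and 2.73 over 12 myeloid markers, but -1.48 over 24 ILC1 and NK genes. Col3a1, a collagen, reached 25251 CPM there. Sorting for CD45 and against CD11b and CD11c would remove such cells, and how their RNA would enter the library was not tested.

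Immunoglobulin transcripts were in the reporter libraries of both gates. RNA from plasma cells is a candidate explanation: Igha differed 6.73-fold over the 4 libraries, while the ratio of Jchain to Igha differed 1.34-fold and that of Igkc to Igha 1.16-fold, as from a single source. Igha was at 5357 and 1199 CPM in reporter NKp46+ and 6612 and 983 CPM in reporter CD4+ cells, where the gate required GFP and excluded CD19, which plasma cells can lack. The genotype of the mice cannot be told apart from preparation, since no RORγt-deficient library exceeded 0.48 CPM of Igha and each genotype and gate was prepared in 2 libraries only.

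Cd3g, Tcrg-C4 and Trbc1 were high in DKO CD4+ cells. T cells in the gate are argued against, since the higher of Cd3e and Cd3d reached at most 1.98% of Cd3g, which was at 604 and 425 CPM, and CD3 was gated out. Loss of RORγt and T-bet in CD4+ cells stays open, and loss of the one cannot be told apart from loss of the other, because no CD4+ library analysed here lacked RORγt alone. Between RKO and reporter NKp46+ cells the log2 fold change of Cd3g was 1.11, which did not pass edgeR's threshold (adjusted p = 0.205) and passed with DESeq2 alone (0.0201 to 0.695 over 18 alternatives).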

How the results depend on the processing

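The crossed pairing was chosen after the results were seen; the other alternatives were planned. In order of DKO against reporter CD4+, RKO against reporter NKp46+, reporter CD4+ against NKp46+, DKO CD4+ against reporter NKp46+, DKO CD4+ against RKO NKp46+ cells, and the difference of the 2 genotype effects, 501, 105, 108, 300, 742 and 108 genes were called by edgeR. DESeq2 called 1867, 1278, 663, 1443, 2164 and 1225. A fit of only the groups compared called 3468, 0 (1398 at an unadjusted p under 0.05), 997, 1759 and 4; the last comparison needs all groups. Without a filter, or with at least 50 counts in 2 libraries, the RKO, reporter and last counts became 217 and 236, 163 and 179, and 220 and 202; limma-voom gave 187 for DKO CD4+ against reporter NKp46+ cells and 51 for the last. DESeq2 called 57.7% of its genes higher in RKO against reporter NKp46+ cells, where edgeR called 24.8% higher. limma-voom called 57.7% higher between the reporter groups (edgeR 39.8%), 49.7% in DKO CD4+ against reporter NKp46+ cells (edgeR 36%) and 60.3% against RKO NKp46+ cells (edgeR 46.4%, DESeq2 35.8%). Leaving out single libraries gave 0 to 2462, 0 to 3146, 0 to 935, 0 to 1837, 23 to 3644 and 0 to 2221. The lone library of a group is then assumed to vary like the others. RLE and upper-quartile scaling, TMM without mitochondrial genes and a fit without robust dispersion kept every count within 1.5 times, and the scalings moved the share of higher calls by under 10 percentage points. Of 19 lists, camera called 12, 14, 10, 6, 8 and 4 in these comparisons, camera with an estimated correlation 1, 1, 1, 0, 2 and 0, and fry 1, 3, 3, 0, 4 and 0. The cause of these changes was not tested.

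Reporter NKp46+ cells share only number 1 with the other groups, and no source says that a number marks a shared day or sort, so the numbers were not taken as a pairing. The reporter groups did deviate together (correlation of deviations 0.423): replicate 1 of the NKp46+ and CD4+ cells had 10174 and 12212 CPM of B and plasma cell markers, against 2515 and 1848 CPM in the other replicates, and 46842 and 50465 CPM of immediate early genes, against 32794 and 34167 CPM. Other pairs of groups gave -0.144 to 0.101. With a replicate block the 6 counts from edgeR were 9, 1, 0, 0, 119 and 0 (1166, 1456 and 1746 at an unadjusted p under 0.05 for those at 0); this does not show weaker effects, since the block takes degrees of freedom. Number 3 is held by reporter NKp46+ replicate 3 alone, which the block therefore fits exactly. Under the block, comparisons with reporter NKp46+ cells thus rest on replicate 1 of that group. Crossing the numbers of the CD4+ groups gave 2 calls between them, a pairing chosen after seeing the data.

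Il22 in DKO CD4+ against reporter NKp46+ cells, with a log2 fold change of -1.52, passed the threshold with DESeq2 (-1.50, adjusted p = 0.00420) and with only the groups compared (-1.50, adjusted p = 0.0104); single libraries left out gave -1.91 to -0.94. A change of sign was seen for 7 named genes, each far from the threshold. With single libraries left out, log2 fold changes between DKO and reporter CD4+ cells ran from -0.015 (without DKO replicate 2) to 0.298 for Tox, from -0.047 (without reporter replicate 1) to 0.474 for Lta, from -0.583 to 0.113 for Tnfsf11 (0.095 without reporter replicate 2, 0.113 without DKO replicate 2) and from -0.011 (without reporter replicate 1) to 0.202 for Cxcr5. Tbx21 in RKO against reporter NKp46+ cells ran from -1.15 to 0.045 (without RKO replicate 1), and Il17a in DKO CD4+ against reporter NKp46+ cells from -4.23 (without DKO replicate 1) to 3.76. With the replicate block, which leaves replicate 1 alone for reporter NKp46+ cells, Il1r1 gave 0.18 between DKO CD4+ and reporter NKp46+ cells. Of 129 named genes and comparisons, 94 passed the threshold; 94 of these passed without RKO NKp46+ replicate 1, 94 with DESeq2 and 73 with limma-voom. Many of these genes were named because they passed the main fit. DESeq2 kept 500 of the 501 edgeR calls between DKO and reporter CD4+ cells, so the full retention of named genes says little about them. On simulated counts, 48 of 183 DESeq2 calls were unchanged genes. Over all alternatives other than single libraries left out, 1098 values of the named genes stayed on their side of the threshold, 30 passed it and 154 fell short of it. With single libraries left out these were 497, 32 and 496. Depth limits genes without counts: 0 in both DKO CD4+ libraries allows up to 0.425 CPM, which bounds the folds given for Ccr6, Cxcr3 and BC018473.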

Differences from the paper's values

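No value read from the paper's figures differed from the counts. For Il22 in Fig. 7d, read by eye, the paper shows about 12000 in reporter NKp46+, about 90 in RKO NKp46+, about 95000 in reporter CD4+ and about 4800 in DKO CD4+ cells; DESeq2 normalized counts were 12447, 89.2, 96032 and 4409, and rescaled CPM 13009, 88.8, 98612 and 4543.

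The paper describes Zbtb16, Tox and Tcf7 as high in DKO CD4+ cells. Zbtb16 was the highest of the 4 groups in these libraries, at 2.03-fold of reporter CD4+ cells, without passing edgeR's threshold; it passed with only the groups compared and without either RKO NKp46+ library (adjusted p from 0.00546 to 0.0167 from edgeR). Tox also had its highest mean there, at a log2 fold change of 0.12, against reporter CD4+ cells, which passed in none of 18 settings. Against RKO NKp46+ cells Tox gave a log2 fold change of 1.10 (adjusted p = 0.153 from edgeR). It passed in 2 of 18 alternatives, among them DESeq2 (adjusted p = 0.0400). The other was the edgeR fit without RKO NKp46+ replicate 2, at 1.85, which leaves only the library with the stroma markers in that group. Without replicate 1 Tox gave 0.62. Tcf7 was lower than in reporter CD4+ cells (log2 fold change -0.83), called as lower with only the groups compared and without RKO NKp46+ replicate 1, and was called higher than in RKO NKp46+ cells (2.07). Against reporter NKp46+ cells it gave 0.83 (adjusted p = 0.341 from edgeR) and was called higher with only the groups compared (adjusted p = 0.0442) and without RKO NKp46+ replicate 1 (adjusted p = 0.0345; 0.0345 to 0.782 over 18 alternatives).

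The paper describes Il1r1 as lacking in DKO CD4+ cells. It was at 96.7 and 55.4 CPM there, and lower than in reporter CD4+ cells by 3.27 on the log2 scale, a difference that edgeR called with only the groups compared and without either RKO NKp46+ library (adjusted p from 5.78e-04 to 0.00488) and not in the planned fit of all libraries. Ccr6, named with it, had no count in either DKO library.

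The paper describes Il22 in DKO CD4+ cells as similar to that in reporter NKp46+ cells. The mean was 2.86-fold lower, past the threshold with DESeq2, with only the groups compared and without either RKO NKp46+ library (adjusted p from 0.00420 to 0.0472) and not in the planned edgeR fit (adjusted p = 0.150).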

Other observations

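The list and gene tests below were planned; the overlap of the 2 genotype comparisons and its chance value were chosen after the results were seen.

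Of 14 trafficking genes 2 were higher and 1 lower in DKO than in reporter CD4+ cells (2 and 2 when adjusted over the list alone, and limma's camera test gave adjusted p = 0.171). Ccr9, the receptor that guides lymphocytes to the small intestine, was at 746 ± 80.5 CPM (SD, n = 2) against 8.42 ± 1.91 CPM. Ccr9 was also lower in reporter CD4+ than in reporter NKp46+ cells (log2 fold change -5.69). In DKO against reporter CD4+ cells Itgb7, an integrin subunit for gut homing (log2 fold change 1.49), rose too, and Ccr6 fell. The 24 ILC1 and NK genes went both ways, with 3 higher and 3 lower (6 and 6 when adjusted over the list alone; camera, adjusted p = 0.369). Gzma, Il12rb2 and the chemokine Xcl1 (3.83) rose, while Ncr1, Klrk1 (-3.81), the activating receptor NKG2D, and the chemokine receptor Cxcr3, which had no count in DKO cells and was at least 95.7-fold lower, fell. Of 11 T cell markers 3 were higher and none was lower (3 and 1 when adjusted over the list alone; camera, adjusted p = 1.21e-04, and adjusted p = 0.367 with an estimated correlation): Cd3g, Themis (5.02) and Trbc1 (3.24). Of 7 epithelial markers 2 were higher, Epcam (4.24; 5.03 without reporter CD4+ replicate 1) and Cdh1, which encodes E-cadherin and had 2 and 0 counts in reporter cells (2 higher when adjusted over the list alone; camera, adjusted p = 5.81e-04, and adjusted p = 0.311 with an estimated correlation). BC018473, a gene outside the lists with 895 ± 111 CPM in reporter CD4+ cells, had no count in either DKO library and was at least 2104-fold lower. It was at 639 CPM in reporter NKp46+ and 608 CPM in RKO NKp46+ cells, so only the DKO group lacked it. Why was not tested. These calls, like the count of 501, ended with any one CD4+ library left out.

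Of 14 clock genes, 3 were lower in DKO than in reporter CD4+ cells and none was higher (5 lower when adjusted over the list alone; camera, adjusted p = 0.00990, and adjusted p = 0.417 with an estimated correlation). They were Arntl (-1.61), a core clock activator, Cry1 (-1.21) and Nfil3 (-2.05), which is needed for ILC development. In RKO against reporter NKp46+ cells Nr1d1, which encodes the clock repressor REV-ERBα, fell by 4.01 (4 lower when adjusted over the list alone; camera, adjusted p = 5.09e-06, and adjusted p = 0.186 with an estimated correlation). Of 20 cholesterol synthesis genes 1, the regulator Srebf2 (1.21), was higher (1 when adjusted over the list alone; camera, adjusted p = 0.00946, and adjusted p = 0.367 with an estimated correlation). Of 17 proliferation genes 1, Mcm5 (1.22), was higher (2 when adjusted over the list alone; camera, adjusted p = 5.09e-04, and adjusted p = 0.466 with an estimated correlation). Of 14 interferon-stimulated genes 1, Gbp2 (2.01), was higher (2 when adjusted over the list alone; camera, adjusted p = 0.00708, and adjusted p = 0.415 with an estimated correlation). Of 14 immediate early genes 1, Egr1 (-3.17; -2.49 without reporter CD4+ replicate 1), was lower (3 when adjusted over the list alone; camera, adjusted p = 7.35e-04, and adjusted p = 0.415 with an estimated correlation).

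Of 12 ILC2 genes tested in the same comparison, Il4, a type 2 cytokine with 2 and 1 counts in reporter cells, was higher and Areg (-1.93) and Arg1 (-2.39) were lower (3 and 2 when adjusted over the list alone; camera, adjusted p = 0.809). None of 10 MHC class II genes passed (0 when adjusted over the list alone; camera, adjusted p = 0.00946, and adjusted p = 0.466 with an estimated correlation), nor did either AhR target tested (camera, adjusted p = 0.171). Among B and plasma cell markers, Igha was lower, and so was Cd79a, with 1 count in each DKO library, and Ighm (1.76) was higher of 9 tested (1 higher and 5 lower when adjusted over the list alone; camera, adjusted p = 0.00159, and adjusted p = 0.415 with an estimated correlation). None of 12 myeloid and dendritic markers was called (0 when adjusted over the list alone; camera, adjusted p = 0.0405, and adjusted p = 0.628 with an estimated correlation). Of 7 stroma and endothelium markers 1, Pecam1 (0.94), was higher (1 when adjusted over the list alone; camera, adjusted p = 0.298). The 1 mast cell marker with enough counts was not called (1 higher when adjusted over the list alone), and no Y-linked gene of 4 was called (2 lower when adjusted over the list alone; camera, adjusted p = 0.171). Median and camera disagreed in sign for LTi function, with a median log2 fold change of 0.07 and a downward test (adjusted p = 0.679).

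In RKO against reporter NKp46+ cells 26 genes were higher and 79 lower by edgeR's quasi-likelihood test (299 and 842 without RKO NKp46+ replicate 1, 2289 and 857 without replicate 2, 14 calls without either DKO CD4+ library and 0 without any one reporter library, at 1239 to 1719 genes with an unadjusted p under 0.05). ILC3 and type 17 genes were lower, 4 of 14 with none higher (6 when adjusted over the list alone; camera, adjusted p = 1.45e-18, and adjusted p = 0.0120 with an estimated correlation), among them Il17re (-5.27; -5.91 without RKO NKp46+ replicate 2). Rorc, the gene disrupted in RKO mice, was also among the 4. Immediate early and dissociation genes summed to 14051 and 23685 CPM in RKO and 46842 and 32794 CPM in reporter NKp46+ cells (camera, adjusted p = 5.09e-06 downwards, and adjusted p = 0.186 with an estimated correlation). Of 12 myeloid and dendritic markers Itgax was higher (11 higher when adjusted over the list alone; camera, adjusted p = 2.54e-12, and adjusted p = 0.186 with an estimated correlation), in the group whose replicate 1 also carried the stroma markers. Of 5 LTi genes Lta was lower (3 when adjusted over the list alone; camera, adjusted p = 6.98e-07, and adjusted p = 0.0584 with an estimated correlation). Between DKO CD4+ and reporter NKp46+ cells, 108 genes were higher and 192 lower by edgeR, with Lta (2.08) and Batf3 (3.83; 4.60 without reporter NKp46+ replicate 1) higher and Il23r (-3.99) lower. Of 24 ILC1 and NK genes 9 were lower and none was higher (1 higher and 17 lower when adjusted over the list alone; camera, adjusted p = 5.95e-26, and adjusted p = 0.347 with an estimated correlation). Ncr1, the gene of the NKp46 gate, was among the 9. Leaving out either RKO NKp46+ library gave 1837 and 1475 calls, and leaving out any other library 0 to 14 (1440 to 1912 at an unadjusted p under 0.05).

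The CD4+ and NKp46+ genotype comparisons share no library. Of their calls, 8 higher genes were shared, where independent lists would share 0.436, and 22 lower genes, where independent lists would share 1.63. The shared genes included Gzma and Il4 among the higher and Il22, Ccr6 and Arg1 among the lower. Both come from a single fit, and immunoglobulin genes made up 4 of the lower calls in each comparison. The reporter groups also deviated together between replicates (correlation of deviations 0.423), so the lists need not be independent and the chance values may be too low.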
